# Transcriptional heterogeneity predicts and enables clonal selection in ageing haematopoiesis

**DOI:** 10.21203/rs.3.rs-10046174/v1

**Published:** 2026-06-25

**Authors:** Marco De Dominici, Kailiang Qian, Xunxuan Chen, Yang Liu, Qiuyang Zhang, James S Chavez, Xiaowen Chen, Travis Roeder, Hideyuki Oguro, Eric Pietras, James DeGregori, Sheng Li

## Abstract

A general puzzle in stem-cell and ageing biology is why a few cellular clones come to dominate an ageing tissue while otherwise similar neighbours do not, a fate that the average transcriptional state of a cell predicts poorly. Here we ask whether the variability between sister cells of a clone, rather than their transcriptional state, is the property that predicts ageing-associated clonal selection, using the haematopoietic stem cell (HSC) as a tractable test case. We combine heritable lineage tracing with single-cell RNA sequencing across heterochronic and homochronic transplantation models to link early transcriptional states of individual HSC clones to their long-term functional output *in vivo*. To quantify transcriptional heterogeneity at clonal resolution, we developed a computational framework (scCloneVar) that estimates mean-adjusted gene expression variance and identifies differentially variable genes (DVG). We found that ageing increases transcriptional heterogeneity at both the cellular and clonal levels, reflected by elevated variability in gene expression programs that regulate stem cell activity. We observe polyclonal expansion of HSC independently of the age of the host or the donor mice; however, individual clones in heterochronic transplantations show reduced self-renewal and fitness compared to sister clones in homochronic transplantations, indicating better adaptation of HSC clones in age-matched microenvironments. Strikingly, transcriptional features measured prior to transplantation predict clonal self-renewal at later time points, with transcriptional variability, captured by DVG, providing predictive power beyond that captured by mean expression differences. DVG-associated programs are conserved across mouse and human HSC, are established by middle age, and are enriched in pathways relevant to clonal haematopoiesis and myeloid malignancy risk. Together, our findings support a model in which ageing expands transcriptional heterogeneity that tracks with subsequent clonal selection, rendering clonal fate partially predictable from early cellular states.

## One-sentence summary

Pre-existing transcriptional heterogeneity in HSC stratifies clonal self-renewal within aged niches, linking intrinsic ageing programs to clonal dominance.

Ageing profoundly remodels haematopoiesis, leading to reduced regenerative capacity, lineage skewing and an increased incidence of clonal haematopoiesis (CH) and haematopoietic malignancies^1–4^. At the cellular level, ageing is accompanied by transcriptional and epigenetic changes in haematopoietic stem cells (HSC), increased molecular variability^5^ and a progressive loss of clonal diversity. Human aged haematopoiesis becomes dominated by a limited number of self-renewing clones^6,7^, yet the principles governing which HSC expand with age, and why, remain poorly understood.

Single-cell technologies have provided detailed snapshots of age-associated HSC states, revealing altered transcriptional programs, epigenetic drift and increased heterogeneity. In parallel, lineage-tracing approaches have demonstrated that ageing is associated with clonal expansion and skewed contribution to blood production^8^. However, these advances have largely progressed along separate axes: single-cell studies lack longitudinal lineage resolution, whereas clonal analyses typically provide limited insight into the molecular states that precede clonal dominance. As a result, the relationship between HSC molecular state and long-term clonal behaviour during ageing remains unresolved.

A central unanswered question is whether clonal expansion in ageing arises from stochastic drift, *de novo* acquisition of advantageous states, or selective amplification of pre-existing HSC heterogeneity. Ageing affects both intrinsic HSC programs and extrinsic niche signals^9,10^, but disentangling their relative contributions to clonal evolution has been challenging. Without direct linkage between pre-existing transcriptional profiles and later clonal output, it is unclear whether ageing reshapes haematopoiesis by broadly degrading stem cell function or by selectively favouring a subset of HSC optimized for aged environments.

Recent lineage-tracing studies using endogenous mutations or epigenetic marks, including EPI-Clone^11^, have mapped age-associated clonal expansions in unperturbed haematopoiesis and identified epigenetic and inflammatory features within expanded clones. These studies established that ageing is associated with non-random clonal selection but the observations were limited to molecular feature of clones after *in vivo* expansion, precluding direct inference of how baseline transcriptional states influence future clonal fate. Complementary transplantation and barcoding studies manipulating donor and host age have further shown that aged HSC maintain clonal diversity similar to young HSC^12^. Still, the molecular mechanisms and predictors of clonal success during ageing have remained elusive.

A large body of literature supports the notion that ageing is associated with increased epigenetic and transcriptional heterogeneity, or noise, in multiple tissues, which is the basis for the “information theory of aging” (ITOA)^13^. ITOA posits that aging reflects a progressive loss of youthful epigenetic information that can, in principle, be retrieved through reprogramming. Regional epigenetic disorder in blood increases across animal species and scales with lifespan^14^. Ageing HSC show decreased gene-to-gene coordination^15^ and increased transcriptional noise^16^. Recent studies have focused on the effect of altered transcriptional states in determining HSC self-renewal and repopulation potential in ageing contexts, but transcriptional variability has not been examined as a factor determining stem cell behaviour.

Here, we address these gaps by combining heritable single-cell lineage tracing with transcriptomic profiling to prospectively link HSC molecular state to clonal fate across ageing contexts. By integrating clonal history, transcriptional state and functional output in heterochronic transplantation settings, we dissect how intrinsic heterogeneity and extrinsic ageing environments interact to shape HSC clonal evolution. This approach reveals ageing as a selective process that amplifies pre-existing HSC heterogeneity, providing a predictive framework for understanding stem cell ageing and age-associated clonal disorders.

## Single-cell lineage tracing links HSC transcriptional state to functional output *in vivo*

A central question in HSC biology is how transcriptionally defined HSC states relate to functional output during haematopoiesis *in vivo*. To address this, we combined single-cell RNA sequencing (scRNA-seq) with heritable CellTag barcoding^17^ to simultaneously capture lineage relationships and transcriptional profiles of individual HSC following transplantation. Young donor HSC were barcoded *ex vivo* and transplanted into young recipient hosts, with scRNA-seq performed at the time of transplantation (day 0, *in vitro*, **Experiment 1, Extended Data Table 2 and 3**) and after long-term engraftment (day 60, *in vivo*) (Fig. 1a, **Experiment 1, Extended Data Table 4**). To relate transcriptional state to functional output (i.e. production of progenitor and differentiated cells), CellTag barcodes were used to reconstruct clonal relationships and quantify the differentiation output of individual HSC clones (**Extended Data Fig. 1a-d**). To minimize perturbation of the host bone marrow microenvironment, we employed a low-dose busulfan conditioning regimen that selectively depletes host lineage^NEG^, Sca-1^+^, c-Kit^+^/haematopoietic stem and progenitor cells (HSPC) cells, thereby preserving overall bone marrow cellularity with only minimal, transient inflammation that resolves by the time of transplantation^18^.

Initially focusing on the young contexts, unsupervised clustering of scRNA-seq profiles from HSPC and mature haematopoietic cells revealed distinct transcriptional states at both time points. As expected, uniform manifold approximation and projection (UMAP) embedding showed clear separation of clusters *in vitro* at day 0 and *in vivo* at day 60, indicating that HSPC occupy discrete transcriptional states that are reshaped following transplantation and *in vivo* differentiation (Fig. 1b). Cluster identities were assigned based on the expression of canonical HSC and progenitor markers (Fig. 1c,d, **Extended Data Fig. 1e,f**), allowing annotation of major populations, including HSC, multipotent progenitors (MPP), lineage-primed progenitors and committed myeloid, lymphoid and erythroid progenitors.

We quantified an output activity (OA) metric^19^ that captures the extent to which each HSC clone contributes to downstream progenitor populations. The higher the clonal HSC self-renewal, the lower the OA. This analysis revealed substantial heterogeneity in clonal output, with some HSC clones exhibiting low output (i.e., high self-renewal) and remaining largely restricted to stem or early progenitor states, whereas others showed high output with broad contribution to multiple downstream lineages. Importantly, this functional heterogeneity was evident both *in vitro* and *in vivo* (Fig. 1e).

We next asked whether low- and high-output HSC could be distinguished transcriptionally. Differential gene expression analysis comparing low-output and high-output HSC identified distinct gene expression programs associated with functional output in both settings (Fig. 1f). *In vitro*, high-output HSC displayed elevated expression of genes associated with proliferation and lineage priming, whereas low-output HSC were enriched for genes previously linked to stemness and quiescence. A comparable transcriptional separation was observed *in vivo*, indicating that functional output correlates with context-dependent transcriptional programs following transplantation.

To assess the relationship between these signatures and previously described low-output HSC markers, we compared our differentially expressed genes with a published low-output HSC gene set^20^, using all genes. Significant overlap was observed in both the *in vitro* and *in vivo* comparisons (*p* < 0.005, hypergeometric test), supporting the robustness of the identified transcriptional programs and their relevance to HSC functional heterogeneity (Fig. 1g).

Finally, we examined how individual clones distributed across transcriptional states over time. State-bias heatmaps revealed clone-specific patterns of occupancy across clusters, with some clones preferentially contributing to restricted states and others spanning multiple progenitor compartments (Fig. 1h). Together, these results demonstrate that combining single-cell lineage tracing with transcriptomic profiling enables direct linkage of HSC functional output to transcriptional state.

## Conserved transcriptional programs of HSC clonal output across young and aged donor and host contexts

We next asked how donor age and host age individually influence HSC clonal behaviour and whether ageing alters the emergence of expanded, high-output clones. To address this, we performed CellTag barcoding followed by homochronic and heterochronic transplantation across all four combinations of young and old donors and hosts, with scRNA-seq profiling at day 0 *in vitro* (**Experiment 2, Extended Data Table 5 and 6**) and day 60 *in vivo* (Fig. 2a, **Experiment 2, Extended Data Table 7**) obtaining comparable numbers of labelled HSC and clones (**Extended Data Table 8**). CellTag representation per clone was consistent across transplantation conditions in both *in vitro* and *in vivo* samples, indicating stable barcode recovery and clonal representation (**Extended Data Fig. 2a**). Unsupervised clustering of *in vivo* scRNA-seq profiles identified canonical HSC and progenitor populations across all transplantation conditions, as defined by established marker gene expression (**Extended Data Fig. 2b,c**).

To determine whether ageing-associated transcriptional programs were linked to functional output, we compared gene expression between low-output and high-output HSC. Differential expression analysis identified gene signatures associated with low clonal output activity (low-OA, i.e., high self-renewal) in old donors at day 0 and in donor-derived cells transplanted into old hosts at day 60 (Fig. 2b). We observed a significant overlap of differentially expressed genes (DEG) identified in this study with those previously reported in low-OA young HSC^20^ (Fig. 2c, **Extended Data Table 9**), suggesting that both *in vitro* and *in vivo* clonal tracing capture transcriptional determinants of HSC functional output. Clonal output activity and associated transcriptional differences across HSPC clusters were consistent with patterns observed across conditions, including variation in output activity (lowest in HSC; **Extended Data Fig. 2d**) and differential expression based on output activity and age (**Extended Data Fig. 2e,f**). We observed significant overlap of low clonal output activity DEG in donors at day 0 and in hosts at day 60 (**Extended Data Table 9**), suggesting that transcriptional programs related to clonal self-renewal persisted after homochronic transplantation.

Young and old donor cells exhibited similar transcriptional states *in vitro* and were able to reconstitute major haematopoietic populations *in vivo* in all conditions but with noticeable differences in frequencies, particularly in microenvironments mismatched for age (Fig. 2d).

To characterize the overall clonal architecture across conditions, we compared clonal size distributions in homo- and hetero-chronic transplantation settings. We observed no detectable differences in overall clonal size distributions between young and old hosts, nor between matched and mismatched donor-recipient age combinations (Y versus O, YY versus YO and OO versus OY: *p* = 0.37, *p* = 1, *p* = 0.19, two-tailed Wilcoxon rank sum test) (**Extended Data Fig. 3a**). Moreover, even among the top-ranked clones with the highest HSC, MPP or myeloid output, clonal sizes were statistically indistinguishable between young and aged environments (**Extended Data Fig. 3b,c)** (*p* > 0.2, Wilcoxon rank sum test). The observed clonal diversity reflects the initial labeling landscape established by lentiviral transduction, with subsequent expansions and losses over the two-month study period. Thus, within the timespan of our studies (~2 months), age does not appear to impact CellTag-mediated generation of clonal diversity.

## Ageing increases transcriptional variability and clonal heterogeneity in HSC

We next asked whether ageing alters not only mean transcriptional state, but also variability within transcriptionally defined HSC states. To quantify cell-to-cell variability, we measured intracellular transcriptional entropy^22^, a measure of a cell’s gene expression disorder or uncertainty, in young and old HSC after transplantation into aged-matched mice. Old HSC exhibited significantly higher entropy than young HSC (**Experiment 2, Fig. 3a**), indicating increased transcriptional heterogeneity with ageing. Consistent clonal representation across *in vitro* and *in vivo* conditions in independent experiments further supports robustness of clone detection (**Extended Data Fig. 4a**).

To quantify transcriptional variability at clonal resolution, we developed a computational framework (scCloneVar) that estimates mean-adjusted gene expression variance and identifies differentially variable genes (DVG), enabling separation of variability-driven signals from conventional differential expression. Using this approach, we observed a global increase in transcriptional variability across HSC from old relative to young mice (Fig. 3b, *p* < 0.0001, Wilcoxon rank sum test), accompanied by a set of DVG exhibiting significantly higher variance in old compared to young HSC (Fig. 3c). Importantly, increased heterogeneity was evident both within and between clones, with elevated intra-clonal and inter-clonal transcriptional divergence in aged donors (Fig. 3d), indicating enhanced rates of diversification of transcriptional states at older ages.

The same DVG observed in Experiment 2 (Fig. 3c) exhibited increased variability in old HSC from Experiment 1, while no increase in variability with age was observed for randomly selected gene sets (Fig. 3e). Consistent with this, transcriptional programs associated with functional output were reproducible across independent experiments (**Extended Data Fig. 4b**).

We performed gene set enrichment analysis (GSEA) on age-associated DVG from Experiment 1 at Day 0 and we observed significant enrichment in signatures relevant for the regulation of HSC self-renewal and quiescence (E2F cell cycle, DREAM cell cycle^23^, c-MYB regulatory program, Rho GTPase signalling^24^, Quiescent LSC program) and pathways altered in leukaemia (c-MYB regulatory protein^25^, NRAS signalling and ATRA response to APL) (Fig. 3f, **Extended Data Table 10**). These results indicate that transcriptional variability represents a structured and regulated property of HSC state, rather than stochastic noise, which could derive from age-dependent alterations in the level of engagement of specific transcriptional regulators, or possibly originate from differential selective evolutionary pressures in the aging bone marrow microenvironment.

We extended our analysis to unmanipulated, non-transplanted bone marrow cells from old or young donor mice (**Extended Data Fig. 4c**). 

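Lineage-negative, c-Kit-positive bone marrow cells were profiled in 8 libraries, each from a single wild-type mouse. The mice were 14 weeks old (young), 50 weeks (middle-aged), 78 or 79 weeks (old) and 95 weeks (very old), with 1 male and 1 female at each age. The paper's text does not state which of these mice form its old group, so the old and the very old mice, 4 in all, were averaged and compared with the 2 young mice. The very old libraries carry another library series in their labels than the other 6, so library series and an age of 95 weeks cannot be told apart. The authors deposited filtered counts of unique molecular identifiers (UMIs) per gene and cell, without normalization. The total ranged from 83062003 to 150135029 UMIs per library, with a median of 130271989 in young mice and 109607723 in the old and very old mice. Xist UMIs numbered 142958 or more in each female library and 26 or fewer in each male library. The filter on 200 detected genes left 59136 cells, which formed 28 clusters after Harmony correction with θ = 1. No gene labelled in Fig. 3c or Fig. 3h was used for clustering. A single cluster of 4070 cells was led by HSC genes and is called HSC-like here, since the files hold no cell annotation. Its leading genes also included Nupr1, a stress-response gene, and Ltb, an immune gene. The median HSC-like cell held between 6859 and 10537.5 UMIs across the mice, fewer in each old and very old mouse than in either young mouse. Every HSC-like cell was therefore thinned at random to 4500 UMIs before its variability was measured, which left out 30 shallower cells in young mice and 158 in old and very old mice. For the 5095 genes detected in 10% of HSC-like cells or more, the variance of log-normalized values was divided by the trend of variance on mean expression and expressed as log2, giving the mean-adjusted variance per gene and mouse. Mice, not cells, were the replicates in limma, with age and sex in the model and Benjamini-Hochberg adjustment. Shares of cells with a UMI of a gene are set beside granulocyte progenitor-like and erythroid-like cells thinned to the same depth, whose median depths before thinning ranged from 14174 to 23999.5 and from 11428 to 37930 UMIs. The part of erythroid-like cells under 4500 UMIs ranged from 6.03% in the very old female to 43.4% in the old female. In granulocyte progenitor-like cells it ranged from 0.844% to 2.06%. The thinned erythroid-like shares thus rest on the deeper cells, a selection that differs between mice.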

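The complete DVG set of Experiment 2 was not among the deposited files, so the genes that can be read as labels in Fig. 3c were examined individually in HSC-like cells of unmanipulated mice. Of the 11 genes labelled there as more variable in old HSC, 7 were detected in under 10% of HSC-like cells and were not tested, namely Bmpr1a, Cpne8, Ncam2, Cdkn1a, Cd48, Slc22a3 and Egr1. All 4 tested genes had a higher mean-adjusted variance in old than in young mice, with log2 differences from 0.01 to 0.41, and 1 of them passed the thresholds. This was Apoe (ENSMUSG00000002985, chromosome 7, 19696109 to 19699188 in GRCm38), whose log2 mean-adjusted variance was 0.738 ± 0.182 (SD, n = 2) in young and 1.14 ± 0.137 (SD, n = 4) in old and very old mice. The difference was 0.41 (standard error 0.04, adjusted p = 0.00178, limma), and each of the 4 older mice lay above both young mice. Apoe UMIs were also found in 28.4% of granulocyte progenitor-like and 46.5% of erythroid-like cells of these 4 mice. Of the alternatives set beforehand, mice left out aside, Apoe passed in 8 of 15. It did not pass for genes detected in 5% of HSC-like cells (0.086), with the squared coefficient of variation (0.16), without Harmony (0.20), with a trend fitted per mouse (0.36), without cells with a positive S or G2/M score (0.41), without a sex term (0.41) or by Brown-Forsythe over pooled cells (0.24), nor, among alternatives chosen after the values were seen, with the cells clustered without HSC genes (0.03) and in cells matched on HSC and MPP markers (0.30). Gng11 (ENSMUSG00000032766, chromosome 6, 4003904 to 4008445) differed by 0.15 (standard error 0.05, adjusted p = 0.339, limma), and Cavin3 (ENSMUSG00000037060, chromosome 7, 105480083 to 105482300) by 0.011, within its standard error of 0.03. Of the 8 genes labelled as more variable in young HSC, 4 were tested and none passed. Tmem258, H2-Q7 and Mecom had lower mean-adjusted variance in old mice, by log2 differences of -0.09, -0.09 and -0.07, while Mt1 was higher by 0.18 (standard error 0.04, adjusted p = 0.0771, limma). Adjusted over the list alone, that is, over the 26 tested genes labelled in Fig. 3c or Fig. 3h, the genes of Fig. 3c that passed were Apoe, Gng11 and Mt1.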

Confirming the robustness of our data, our previously defined DVG set (Fig. 3c) exhibited increased variability in unmanipulated HSC from old mice relative to young, which was not observed in randomly selected control genes (Fig. 3g). Unmanipulated HSC show additional ageing-associated DVG (Fig. 3h). 

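Between old and young HSC-like cells, limma identified 15 DVG with higher and 8 with lower mean-adjusted variance in old mice among the 5095 genes tested, at an adjusted p under 0.05 and a log2 difference beyond 0.1. In all 23, the 4 old and very old mice lay on the same side of both young mice, an arrangement seen in 17.4% of all tested genes and in 13.3% by chance. Among the alternatives fitted by limma, the number of higher genes moved most without thinning, to 292 (5 lower). It fell to 0 with a trend fitted per mouse (0 lower) and to 2 without Harmony (5 lower). In cells matched on HSC and MPP markers, an alternative chosen after the values were seen, it was 0 (6 lower). Another random thinning, added after the values were seen, gave 11 and 3. Only 8 of the 14 genes called after that thinning were among the 23. The largest rise was in Nupr1 (ENSMUSG00000030717, chromosome 7, 126623249 to 126630861 in GRCm38), from -0.00423 ± 0.202 (SD, n = 2) to 0.623 ± 0.115 (SD, n = 4), a log2 difference of 0.63 (standard error 0.08, adjusted p = 0.00574, limma). It did not pass, at differences of 0.47 to 0.64, with a trend fitted per mouse, without cells with a positive S or G2/M score, without Harmony, at a clustering resolution of 1.6, without the young female or, among alternatives chosen after the values were seen, with the cells clustered without HSC genes and in cells matched on HSC and MPP markers. Few young HSC-like cells held a Nupr1 UMI, 1.94% in the male and 1.41% in the female (3.74% and 3.23% unthinned), compared with 29.7% to 56.5% in the older mice (35.4% to 69.1% unthinned). The share was 0.457% in granulocyte progenitor-like and 1.33% in erythroid-like cells of the older mice. Actg1 rose by 0.62 (standard error 0.05, adjusted p = 0.000538, limma), although by only 0.035 without Harmony, and Actb by 0.53 (adjusted p = 0.00142, limma). Arhgdib and Ctla2a completed the 5 largest rises, at 0.52 and 0.49. The largest falls were in Rps7 at -0.46 (standard error 0.04, adjusted p = 0.000614, limma), B2m at -0.44, H2-K1 and Rpl32 at -0.39 each and Serinc3 at -0.36. B2m had a difference of 0.038, in the opposite direction, without Harmony. Ribosomal protein genes and class I histocompatibility genes have near-identical copies between which counts may be split. Among the 12 genes readable as more variable in old HSC in Fig. 3h, 11 were tested and 9 had higher mean-adjusted variance, of which Nupr1, Sult1a1, Plscr2 and Apoe passed. Sult1a1 rose by 0.43 and Plscr2 by 0.27. The expression of all 4 rose too, by log2 fold changes of 5.25 in Nupr1, 4.07 in Sult1a1, 5.31 in Plscr2 and 1.92 in Apoe (adjusted p = 7.74e-09, 5.43e-06, 1.21e-06 and 2.19e-05, edgeR). The variance of Plscr2 in young mice rests on few cells, as does that of Nupr1, since 0.324% of HSC-like cells in the male and 1.69% in the female held a Plscr2 UMI, against 14.6% to 20.5% in the older mice. For Sult1a1 these shares were 3.24% and 6.21%, against 25.3% to 49.8%. Of the 10 genes on the young side, 9 were tested and 7 had lower mean-adjusted variance, none of which passed. Clca3a1, read on that side, was higher in old mice by 0.26 (standard error 0.03, adjusted p = 0.00653, limma). Its variance in young mice rests on few cells, as 0.647% of HSC-like cells in the male and 1.69% in the female held a Clca3a1 UMI, against 9.47% to 19.4% in the older mice, and its expression rose by a log2 fold change of 4.45 (adjusted p = 2.38e-06, edgeR). Of the alternatives set beforehand in which each was tested, mice left out aside, Nupr1 passed in 11 of 15, Sult1a1 in 14 of 15, Plscr2 in 6 of 10, Apoe in 8 of 15 and Clca3a1 in 5 of 10. Among the other genes of the 5 largest rises and 5 largest falls, this ranged from 4 of 15 in H2-K1 to 13 of 15 in Actb. Over the labelled genes of both panels, 5 passed over all genes and 9 when adjusted over the list alone, which is not independent evidence for labels chosen on these samples.

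**Figure D1:**
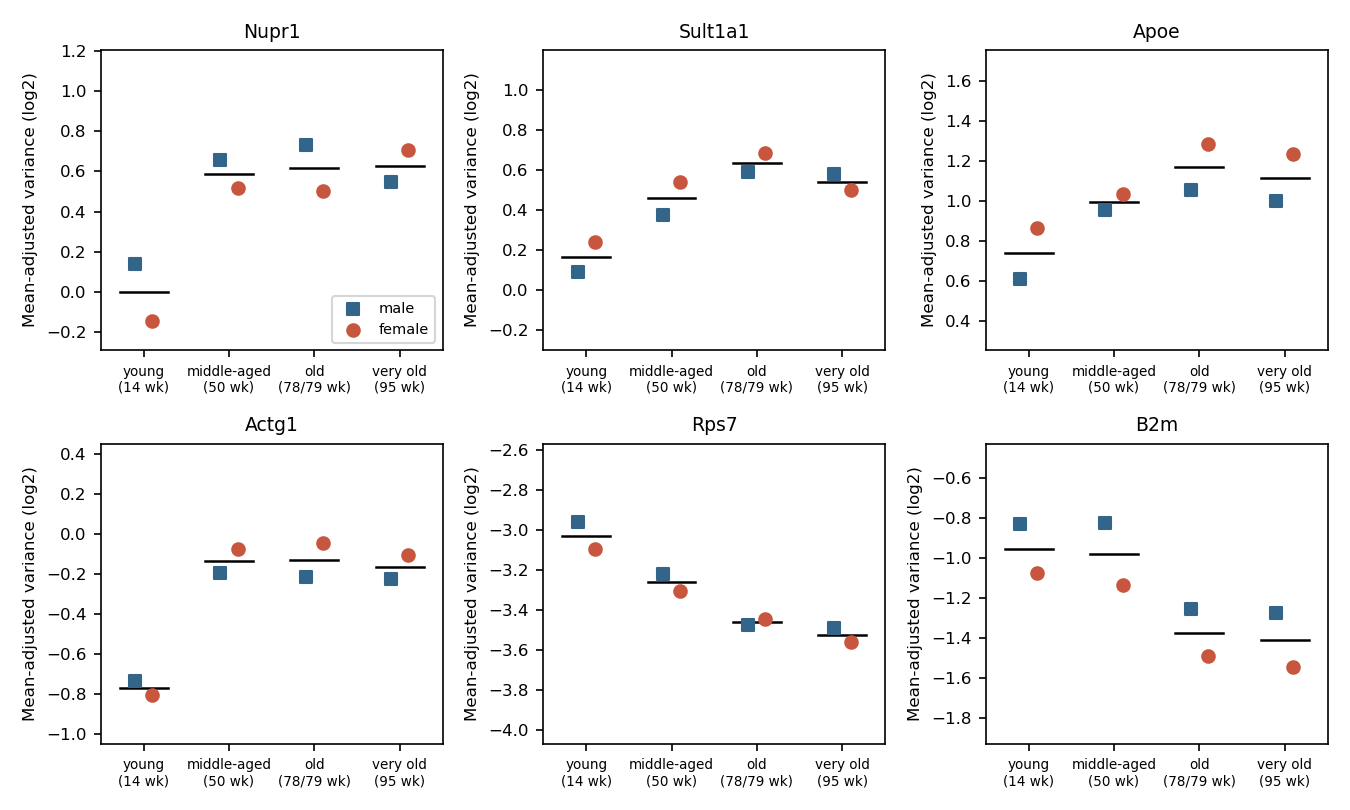
Log2 mean-adjusted variance of 6 genes in thinned HSC-like cells by age, with 1 point per mouse, squares for males, circles for females and lines for the mean of the 2 mice. Each vertical axis spans the same range around the gene's mean, and the older mice lie above both young mice in the upper row and Actg1 and below them in Rps7 and B2m.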

GSEA on shared DVG between the unmanipulated dataset and Experiment 2 also revealed enrichment for pathways involved in the regulation of HSC quiescence/self-renewal and normal and malignant haematopoiesis (Fig. 3i). These findings demonstrate that ageing-associated heterogeneity is neither random nor an artifact of experimental manipulation. 

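Over all 5095 genes, the median log2 mean-adjusted variance of thinned HSC-like cells was 0.00589 ± 0.00094 (SD, n = 2) in young mice and 0.00395 ± 0.00196 (SD, n = 4) in old and very old mice. The difference of -0.00194 had a p of 0.4 in an exact two-sided permutation test, which leaves out sex and for which 0.0667 is the smallest p that 2 mice against 4 allow. The male lay below the female at all 4 ages, and within each sex both older mice lay below the young mouse. With mice exchanged only within each sex, a test chosen after the values were seen, the exact permutation p was 0.333, where 0.111 is the smallest possible. Without Harmony the difference was -0.00535, and with the same number of cells per mouse -0.00203 (p = 0.0667 each, exact permutation test). Across the 8 mice, the median had a Pearson's r of -0.381 with age in weeks (p = 0.361, exact permutation test; adjusted p = 0.482 over 4 relations with age) and a Spearman's rho of -0.303 (p = 0.463, exact permutation test; adjusted p = 0.463). Pearson's r was -0.085 without the 2 mice farthest from the median age, and -0.55 within the 6 mice of the library series that holds the young mice (p = 0.278, exact permutation test). Without thinning, the difference between old and young mice was 0.18 (p = 0.133, exact permutation test). The unthinned medians followed the log2 of the median UMIs per HSC-like cell with a Pearson's r of -0.994 (n = 8, exact permutation p = 7e-05) and a Spearman's rho of -0.976 (exact permutation p = 0.0004), and r was -0.987 without the 2 farthest mice. Lists of S-phase, G2/M and immediate-early genes, fixed beforehand, were tested as sets by limma's camera, with 20, 14 and 12 of their genes detected. Relative to the other genes, the difference in mean-adjusted variance between old and young mice was -0.021 on the log2 scale for S-phase genes (adjusted p = 0.0753), -0.035 for G2/M genes (adjusted p = 0.0688) and 0.016 for immediate-early genes (adjusted p = 0.241). None of the 3 passed, and fry gave adjusted p of 0.351, 0.203 and 0.496. The paper concludes that DVG reflect gene programs and not a general rise in transcriptional noise. It also reports that variability over expressed genes rose globally in old HSC cultured before transplantation, and in older human HSC. The thinned medians here showed no such rise, in other cells and with another measure.

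**Figure D2:**
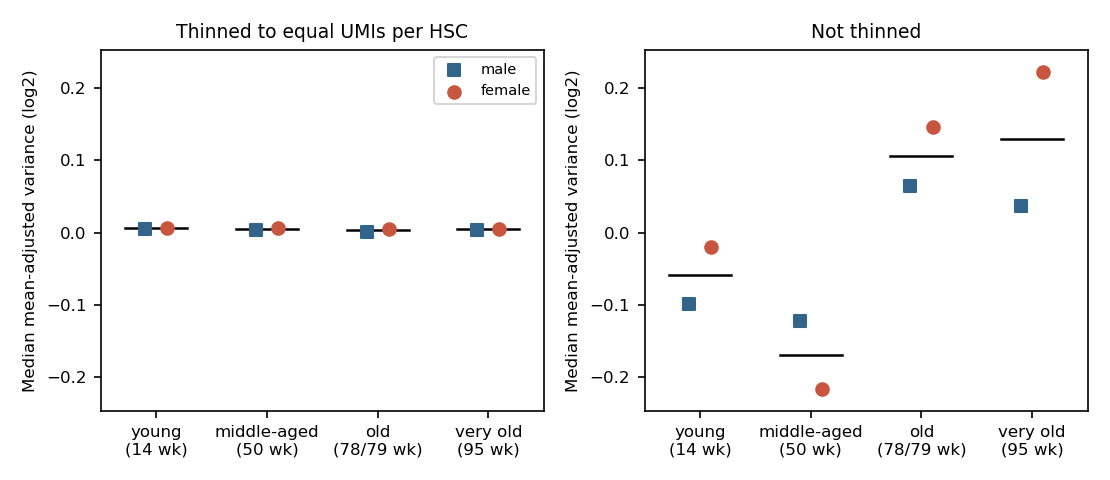
Median log2 mean-adjusted variance over all tested genes by age, with thinned cells on the left and unthinned cells on the right, 1 point per mouse and lines for the mean of the 2 mice. Thinned medians lie between 0.00109 and 0.00677, and unthinned medians between -0.216 and 0.223.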

Rather, DVG capture biologically meaningful heterogeneity in gene programs rather than generic increases in transcriptional noise (**Extended Data Table 11**).

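Procr (ENSMUSG00000027611, chromosome 2, 155751117 to 155755471 in GRCm38) was measured in HSC-like cells of unmanipulated mice both for its level and for its variability. Its UMIs, summed per mouse and normalized by edgeR's TMM method, were 61.0 ± 17.0 CPM (SD, n = 2) in young, 100.1 ± 20.2 (SD, n = 2) in middle-aged and 139 ± 34.2 (SD, n = 4) in old and very old mice. The log2 fold change between old and young mice was 1.19 (standard error 0.12, adjusted p = 6.75e-05, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and each of the 4 older mice lay above both young mice. Clusters formed without Harmony gave the smallest value, 0.76, and cells matched between mice on HSC and MPP marker genes, an alternative chosen after the values were seen, gave 0.85. The log2 fold change without each mouse in turn stayed between 1.04 and 1.25. After thinning, a Procr UMI was found in 27.5% of HSC-like cells of the young male and 20.9% of the young female, and in 34.4% to 50.5% in the older mice (47.7% and 33.9%, and 44.3% to 68.2%, unthinned). In the same 4 older mice, the share was 0.499% in granulocyte progenitor-like and 0.574% in erythroid-like cells. Other genes that mark HSC rose with Procr, with a median log2 fold change of 1.22 over 15 marker genes. The mean-adjusted variance of Procr did not pass in limma. It was 0.113 ± 0.0119 (SD, n = 2) in young and 0.137 ± 0.0562 (SD, n = 4) in old and very old mice, a log2 difference of 0.024 (standard error 0.037, adjusted p = 0.92, limma). The difference changed sign without Harmony, to -0.11, and was largest without thinning, at 0.20 (adjusted p = 0.0924, limma). In Brown-Forsythe tests over pooled cells, which treat cells as replicates and were added for Procr after the values were seen, the adjusted p was 7.51e-10 at a difference of 0.024, under the limit of 0.1, and 4.01e-09 without thinning, where Procr passed at 0.19. With age in weeks, the mean-adjusted variance of Procr had a Pearson's r of 0.256 (p = 0.527, exact permutation test, n = 8; adjusted p = 0.527) and a Spearman's rho of 0.376 (p = 0.354, exact permutation test; adjusted p = 0.463). Pearson's r was 0.181 without the 2 mice farthest from the median age and 0.139 within the library series that holds the young mice (p = 0.767, exact permutation test, n = 6).

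**Figure D3:**
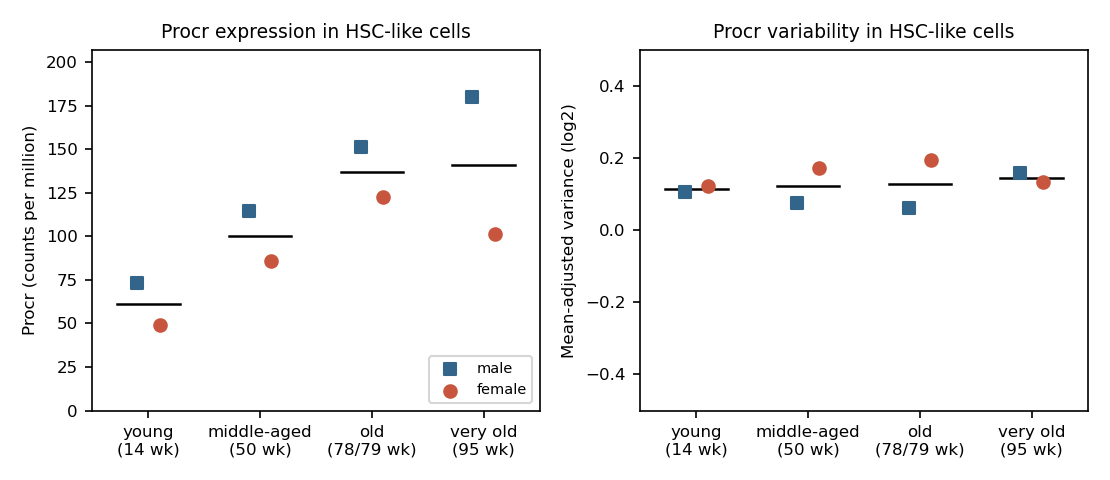
Procr in HSC-like cells by age, with CPM on the left and log2 mean-adjusted variance on the right, 1 point per mouse and lines for the mean of the 2 mice. CPM values range from 49.0 in the young female to 180.03 in the very old male, and the mean-adjusted variance from 0.0619 to 0.195.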

Among DVG, *Procr* showed consistently altered expression distributions between young and old HSC across CellTag experiments and unmanipulated samples (**Extended Data Fig. 4d**). We validated this variability at the protein level via flow cytometry of young and old HSC transduced with a control lentiviral vector and expanded in similar conditions (Fig. 3j). This is notable as PROCR/EPCR has been previously described as modulator of HSC homing and retention in the bone marrow^26^ and a marker for repopulating HSC^27^, thus suggesting that variation in *Procr* expression may relate to changes in the functional properties of aged HSC. We also analysed the transcriptional heterogeneity of HSC in vivo at day 60 and we observed that while an aged microenvironment did not increase the transcriptional variability of young HSC, old HSC showed reduced single-cell Shannon entropy in young compared to old hosts (Fig. 3k), possibly due to a direct effect of the microenvironment on transcriptional regulation or because of differential clonal selection.

We next sought to validate our observation in human HSC. We analysed a dataset of HSC from 3 young (18–20 years old) and 5 old (>65 years old) donors^28^. Conservation of transcriptional programs and marker expression across species is supported by human bone marrow datasets (**Extended Data Fig. 4e**). Old HSC showed a significant increase in mean-adjusted variance compared to young (**Extended Data Fig. 4f**).

To determine when this ageing-associated variability signature is established, we analysed an independent human lifespan HSC dataset^29^ spanning young (25–32 y; n = 3), middle-aged (35–53 y; n = 3) and elderly (62–77 y; n = 3). Mean-adjusted variance increased progressively with age (pairwise Wilcoxon: young vs middle, *p* < 1.6 × 10^−30^; young vs old, *p* < 5.1 × 10^−25^; middle vs old, *p* < 0.03), with middle-age HSC already showing elevated variance relative to young-adult HSC (Fig. 3l). These data indicate that transcriptional heterogeneity in HSC begins to rise by middle age and continues to accumulate into late life. Specific sets of genes showed increased variability in middle aged compared to young HSC (Fig. 3m) and young compared to old HSC (Fig. 3n). Moreover, a significant set of genes show continuous increase in variance from middle aged to old (**Extended Data Fig. 4g, Extended Data Table 13**). Increase variability in DVG does not require increase in mean expression of the gene (**Extended Data Fig. 4h**). Notably and consistently with mouse data, human ageing-up DVG are not random but are enriched for transcriptional programs relevant to HSC stemness (with the top pathway being related to HSC differentiation), homeostasis and response to inflammation (Fig. 3o, **Extended Data Table 13–14**).

## Heterochronic transplantation separates intrinsic and extrinsic determinants of HSC clonal behaviour

We next tested to what extent intrinsic or extrinsic aging alterations translate into differential clonal selection. Specifically, we directly compared properties of sister clones engrafting in both young and old hosts. State-bias heatmaps visualize, for each clone, the relative distribution of its progeny across transcriptionally defined cell states, thereby capturing clone-specific lineage and self-renewal biases^19^. State-bias heatmaps revealed that sister clones undergo systematic shifts in lineage output and HSC biases depending on host age, despite sharing a common clonal origin (Fig. 4a).

We categorized each clone by whether it gained or lost HSC self-renewal (HSC to non-HSC fraction within clones), or remained unchanged, in old hosts relative to young. We then assessed whether clonal divergence in HSC self-renewal was greater across age-mismatched environments than within age-matched replicates. Waterfall analysis revealed systematic, age-dependent shifts in HSC self-renewal (Fig. 4b, **Extended Data Table 15–16**). Notably, clones preferentially increased self-renewal in age-matched environments, indicating a selective advantage when donor and host ages are aligned. For HSC clones from old donor cells, we observe a larger proportion of clones showing strong self-renewal gains in old hosts (55.8%), with fewer clones preferentially maintained in young hosts (27.9%) (Fig. 4b), while young donor cells exhibit a higher self-renewal to young (37.7%) vs old (20.8%) hosts. The heterochronic transplantations showed a higher self-renewal than homochronic transplantation (*p* < 0.005, Pearson Chi-square test). A similar pattern was observable by bulk immunophenotypic population analysis that showed reduced HSC to myeloid progenitor ratio, indicative of lower self-renewal, in heterochronic than in homochronic transplantations (Fig. 4c).

In parallel, analysis of overall clonal fitness (relative expansion of each clone after transplantation) revealed host-dependent shifts in clonal dominance (Fig. 4d). Notably, while 37.2% of clones from old donors exhibit high fitness in old recipients (OO), only 11.6% exhibit high fitness in young recipients (OY) with an opposite trend for young donor cells which showed increased clonal fitness in young (18.9 %) versus old host (9.4%). Clonal self-renewal and fitness exhibited consistent relationships across shared clones, indicating that functional outputs are coordinated rather than independently varying across environments (**Extended Data Fig. 5a**). In agreement with these patterns, bulk population analysis by flow cytometry shows higher engraftment in homochronic compared to heterochronic conditions (Fig. 4e), indicating that clonal fitness is maximized in age-matched donor-host contexts. It is important to note that similar engraftment levels are obtained from old and young donors when comparable fractions of bone marrow HSC are transplanted, given that with ageing the HSC compartment increases in size but the engraftment potential of HSC is reduced on a per-cell basis (**Extended Data Fig. 5b**).

To gain insight into how the different donor-host age combinations shape the transcriptional state of transplanted HSC, we performed principal component analysis (PCA). Heterochronic samples (YO and OY) diverge from the aging axis of homochronic samples (YY to OO) with a leftward shift along PC1, suggesting activation of transcriptional programs specific for age-mismatched transplantations. Moreover, young HSC across microenvironments (YO vs YY) appeared less divergent than old donor HSC (OY vs OO, Fig. 4f). Replicate-level pseudo-bulk PERMANOVA confirmed a significant donor × host-age interaction (R^2^ = 0.28, P = 1.0 × 10^−4^; **Extended Data Fig. 5c**), suggesting asymmetric, donor-age-dependent responses. Comparing heterochronic samples to homochronic samples by single-cell pathway analysis (SCPA), multiple top differentially activated pathways were concordantly upregulated in both heterochronic comparisons relative to their homochronic counterparts, with stronger enrichment in old donor cells (OY vs OO greater than YO vs. YY, *p* = 0.0059, paired Wilcoxon test, Fig. 4g). Together, these observations suggest that heterochronic transplantation does not simply shift the transcriptome towards a host-age-matched state, but engages a shared set of pathways largely independent donor or host age. The greater transcriptional divergence in OY vs OO compared with YO vs YY further suggests that the elevated baseline transcriptional heterogeneity of aged HSC may enable broader adaptability to mismatched microenvironments.

## Pre-existing intra-clonal heterogeneity in old donors predicts adaptation to ageing environments

We next asked whether transcriptional heterogeneity contributes to clonal self-renewal. Clones exhibiting higher intra-clonal heterogeneity at day 0 (pre-transplantation) showed increased self-renewal following transplantation, indicating that early transcriptional diversification is associated with subsequent clonal fitness (Fig. 5a). This relationship was not observed under random assignment, confirming that it reflects structured biological variation rather than stochastic effects (**Extended Data Fig. 6a**). These observations again suggest that variability within transcriptional states is not merely noise, but instead may encode latent differences among cells that influence clonal behaviour. To directly test whether early transcriptional states contain predictive information about future clonal outcomes, we trained models using gene expression profiles at day 0 (“early prediction”) and day 60 (“late prediction”) (Fig. 5b). Clonal fate was defined by the distribution of progeny across transcriptionally defined cell states, linking early transcriptional variability to lineage-resolved functional output.

DVG-based random forest models predicted clonal self-renewal with comparable or superior performance to DEG-based models from old donor HSC (Fig. 5c, **Extended Data Table 17**). Feature importance revealed an almost complete overlap between predictors in homochronic (OO) and heterochronic transplantations (OY), albeit with some difference in rank orders (Fig. 5d,e), indicating that transcriptional variability encodes information not captured by mean expression. These results suggest that variability reflects a distinct axis of HSC state that contributes to clonal fate beyond mean transcriptional programs. Model performance and feature selection were robust across configurations **(Extended Data Fig. 6b,c).** Prediction accuracy improved using day 60 transcriptional profiles (Fig. 5f), consistent with progressive coupling between transcriptional state and realized clonal outcome. As in early models, DVG-based predictors showed substantial overlap (Fig. 5g,h), indicating that variability contributes complementary predictive signals across time. Feature importance in late models was similarly stable **(Extended Data Fig. 6d).**

We next assessed the clinical relevance of these programs. While the preceding analyses focused on the DVG gene set identified using a more stringent log2 fold-change cutoff (log2FC = 0.1), survival analyses were performed using a broader DVG gene set identified using a log2 fold-change cutoff of 0. A DVG-derived gene signature and individual high-importance DVGs derived from the feature selection analysis of late-prediction models were also prognostic in The Cancer Genome Atlas (TCGA) AML cohort (Fig. 5i and **Extended Data Fig. 6e-h**), with higher expression associated with worse survival, underscoring the functional and clinical relevance of ageing-associated HSC clonal programs. To further assess the biological relevance of ageing DVG in modulating the risk of myeloid malignancies in humans, we assessed the overlap between human, mouse or shared set of ageing DVG to genes with demonstrated relevance to myeloid malignancies by genome-wide association studies (GWAS) by performing Multi-marker Analysis of GenoMic Annotation (MAGMA) analysis^30^. DVG-associated genes showed significant enrichment in *TET2* CHIP^31^ and MDS^32^ loci (Fig. 5j), with consistent enrichment across related traits (**Extended Data Fig. 6i,j**). These results indicate enrichment for genes linked to CHIP and malignancy risk among DVG. Finally, we performed PROGENy analysis^33^ to characterize the pathways most likely to be modulated by common and conserved ageing DVG which could contribute to oncogenic susceptibility. Top positively enriched pathways included MAPK, EGFR, TNF and NFkB. PI3K was the top negatively enriched pathway (Fig. 5k).

Together, these findings demonstrate that transcriptional variability in ageing HSC encodes clinically relevant programs linked to clonal selection in normal and malignant haematopoiesis, establishing DVG as a distinct and functionally meaningful axis of HSC state.

## Discussion

Ageing of the haematopoietic system is marked by clonal dominance, lineage bias and increased disease risk, yet the mechanisms by which these features emerge remain debated. It is unclear to what extent ageing reflects a global decline in stem cell function, stochastic drift, or selective amplification of specific stem cell subsets. Here we show that aging increases phenotypic variability in HSC pools, and this variation enables selection for HSC that are better adapted to the bone marrow niche as it changes across a lifespan. Importantly, the fate of an HSC clone is partially predictable both from its gene expression profile but also from its intra-clonal expression heterogeneity, revealing heterogeneity as an important axis regulating HSC fate. Aging associated DVG are not random but enriched for specific pathways involved in HSC fitness, and DVG in pre-transplantation HSC clones can predict clonal behaviour even two months post-transplantation. DVG predictive of clonal behaviour are enriched for genes involved in hematopoietic malignancy evolution and risk.

Early lineage-tracing studies established that HSC are intrinsically heterogeneous in fate and output, even under physiological conditions. Polylox-based clonal analyses using an artificial DNA recombination locus to identify clones, demonstrated that adult haematopoiesis is sustained by long-lived HSC clones exhibiting coherent, clone-specific lineage output patterns across haematopoietic compartments^34^. Subsequent integration of lineage tracing with transcriptomics revealed fate-associated molecular programs not apparent from reading out transcriptomic cell state alone^35^. Similarly, transposon-based tracing in unperturbed haematopoiesis showed that lineage bias and clonal contribution emerge upstream of classical progenitor boundaries^36^. Our results extend these observations into the ageing setting by demonstrating that while cell-intrinsic or cell-extrinsic ageing alterations do not substantially affect the overall clonal structure of HSC (per CellTag marked clones), individual HSC clones differ in their relative self-renewal and fitness in age-mismatched compared to age-matched transplantation settings.

Recent work has suggested that ageing-associated clonal expansions are not restricted to mutated clones, but instead represent a broader remodelling of the stem cell pool^6,11^. Epimutation-based lineage tracing in mouse and human haematopoiesis revealed that myeloid bias and reduced output in old age are confined to a subset of expanded clones, while many functionally young-like clones persist^11,37^. Our findings converge with this model by showing that aged environments preferentially expand better adapted clones, rather than uniformly impairing HSC function. Importantly, heterochronic transplantation reveals that identical sister clones diverge dramatically depending on host age, directly demonstrating that ageing niches impose selective pressures on intrinsic stem cell programs.

Reduced engraftment potential of HSC on a per cell basis is a well described phenomenon in ageing^38–40^ and is consistent with our observations (**Extended Data Fig. 5b**). At the same time, with ageing, the size of the HSC compartment increases. Our data suggest that HSC clonal expansion coupled with increased transcriptional heterogeneity might compensate for the loss of fitness of individual HSC, allowing increased adaptability to an altered microenvironment and preservation of haematopoiesis. At the same time, phenotypic variability can contribute to the increased risk of malignant transformation. Under these conditions, age-dependent effects manifest not as uniform shifts in clonal dominance, but as selective amplification of cells within clones whose pre-existing transcriptional states are compatible with the host environment. These findings support a model in which ageing primarily modulates the distribution of stem cell states and their selective responsiveness, rather than globally altering their capacity for clonal expansion. This framework further explains why early transcriptional variability retains predictive power for clonal outcomes, as selection operates on a pre-existing distribution of cellular states.

At the molecular level, ageing is associated with increased transcriptional variability and entropy within HSC, a feature often interpreted as regulatory noise. Our data suggest a complementary interpretation: increased variability may expose latent differences among clones, enabling selection in addition to random drift. This view aligns with studies of clonal competition under oncogenic stress, where pre-existing stem cell states dictate clonal responses to leukaemic mutations^19^. Together, these observations support a unifying framework in which intrinsic heterogeneity provides the substrate for both ageing-associated selection and malignant evolution.

The pathways enriched among conserved ageing DVG, including MAPK, EGFR, TNF and NFκB signalling, suggest potential mechanisms by which transcriptional variability may confer selective advantage in aged environments. Increased variation in TNF and NFκB pathway genes may enhance adaptability to the inflammatory signals characteristic of aged bone marrow niches, while variability in MAPK and EGFR-related programs could reflect heterogeneous responsiveness to intrinsic ageing-associated signals, both of which have established roles in HSC ageing^41,42^. Conversely, reduced variability in PI3K pathway genes, a known negative regulator of HSC self-renewal^43^, may reflect tighter constraint of quiescence programs in aged HSC. These observations are speculative and will require direct functional validation.

Finally, our ability to predict long-term clonal behaviour from early transcriptional states parallels findings in other systems where lineage history determines fate long before terminal differentiation. In haematopoiesis, early fate priming and clonal bias precede overt transcriptional divergence^44^, and clone-intrinsic programs such as the TCF15-associated self-renewal network govern long-term stem cell persistence^20^. By extending these principles to ageing, our work suggests that interventions targeting age-selected stem cell programs, rather than attempting global rejuvenation, may offer a more effective strategy to preserve tissue function and limit age-associated clonal disorders.

A previously underappreciated feature of this trajectory is its timing. To probe when across the human lifespan these variability programs first emerge, we reanalysed a scRNA-seq atlas of human bone marrow CD34+ HSPC spanning postconception week 10 through age 77^29^, restricting analysis to the HSC compartment. Within the dataset’s adult range, donors at 35–53 years (middle age) showed elevated mean-adjusted variance relative to young-adult donors at 17–32 years, with significant differences across young, middle-age and elderly (62–77 years) groups. The middle-age signal is thus established well before the typical onset of ageing-associated haematopoietic disorders including CHIP and leukaemia. Although cross-sectional and therefore not directly informative about within-individual progression, this observation nominates a candidate temporal window, potentially decades long, during which intra-clonal transcriptional variability could be monitored as an early indicator of clonal selection, before mutational drivers reach detectable variant allele frequency. Whether longitudinal measurement of variability signatures, alone or together with mutational profiling, can prospectively stratify CHIP-to-MDS/AML risk is an open question that the framework presented here makes tractable, and one that motivates prospective cohorts as a next step.

Several limitations of this study merit consideration. First, the Day 0 transcriptional baseline represents a post-expansion state following 15 days of *ex vivo* culture; while the unmanipulated HSC dataset independently recapitulates the ageing heterogeneity signal, the predictive analyses are necessarily confined to this experimental system. Second, all key conclusions derive from transplantation-based assays; the extent to which these dynamics operate in native, unperturbed haematopoiesis remains to be established. Third, cross-validation for the predictive models was performed at the cell level; clone-level cross-validation was not feasible given the limited number of clones, and performance estimates may therefore reflect some degree of intra-clone structure. Finally, while transcriptional variability correlates with and predicts clonal fate, the causal role of heterogeneity as a driver – rather than a marker – of selective advantage has not been directly demonstrated and will require future perturbation studies.

## Methods

### Experimental design

This study tests whether pre-existing transcriptional heterogeneity in wild-type haematopoietic stem cells (HSC) predicts clonal behaviour during ageing and across young versus aged haematopoietic environments. We combined CellTag-based clonal lineage tracing, single-cell RNA sequencing (scRNA-seq), and homo- and heterochronic transplantation assays to longitudinally track sister HSC clones and quantify self-renewal, clonal fitness, differentiation output, and intra-clonal heterogeneity.

All molecular and functional assays were performed on matched cohorts of mice, and Day 0 pre-transplant transcriptional states were explicitly linked to post-transplant clonal outcomes measured at a later endpoint. No mutant models, chromatin conformation assays, or epigenomic profiling were included in this study.

### Mice

Young C57BL/6j female mice (2 months old) and old C57BL/6j female mice (20–22 months old) were obtained from the National Institute of Ageing repository. Mice were acclimatized for 2–4 weeks at the University of Colorado Anschutz Medical Campus Laboratory Animal Shared Resources before being used for experiments. Mice were housed in specific pathogen-free animal facilities, maintained at 21 °C (±1 °C) and 35% humidity with a 14 h:10 h light:dark cycle (light 06:00–20:00). Animal protocols were approved by the CU Anschutz Institutional Animal Care and Use Committee in accordance with the NIH Guidelines for the Care and Use of Laboratory Animals.

### HSC isolation and purification

Mice were sacrificed by CO_2_ asphyxiation followed by cervical dislocation, and immediately placed on ice. Mouse carcasses were disinfected with ethanol and the tissues processed in a sterile environment in a biosafety cabinet. Bones (femurs, tibia, iliac crests and spine) were removed with a scalpel, placed in a sterile mortar containing 15 mL of FACS buffer (PBS, 2% fetal bovine serum, 2 mM EDTA). The suspension of bone marrow cells was passed through a 70 μm cell strainer, centrifuged at 500 g for 5 minutes at 4 °C. Red blood cells were hemolyzed with ammonium-chloride-potassium (ACK) lysis buffer (8 g L^−1^ ammonium chloride, 1g L^−1^ potassium hydrogen carbonate, 0.2 mM EDTA). To remove dead cells and debris cells were centrifuged on top of a layer of Histopaque 1119 and the upper layer was collected. Cells were stained with CD117 magnetic microbeads (Miltenyi) and CD117^+^ cells were enriched by magnetic separation on LS columns. HSC were sorted with the MoFlo XDP100 or the Sony MA900 cell sorter based on the following cell surface markers: lineage^NEG^ (Ter119, CD3e, CD8, B220, CD11b, Gr-1), Sca-1^+^, c-Kit^+^, CD48^NEG^, and CD150^+^.

### Lentiviral plasmid library preparation and lentivirus production

The CellTag V1 plasmid library expressing EGFP was obtained from Addgene (#115643). 50 ng of CellTag V1 plasmid DNA was diluted in 50 μL with water and transformed in 10 tubes of Stellar chemically competent cells (Takara cat# 636763). An aliquot of bacteria was plated on a 10 cm LB-Agar carbenicillin plate at multiple serial dilutions to ensure a >100-fold colonies/celltags representation. Bacteria were expanded in terrific broth with 100 μg mL^−1^ carbenicillin and DNA was isolated with Qiagen Plasmid Plus Maxi Kits (#12963). For lentiviral production HEK293T cells were cultured in DMEM high glucose, pyruvate, supplemented with 10% FBS, 1% Pen/Strep in 10 cm dishes at 37 °C, 5 % CO2 to 50–70% confluence. The medium was changed 2 hours to the transfection and 15 μM chloroquine was added. A transfection mix was prepared by combining the lentiviral plasmids: Celltag V1 (10 μg/plate), psPAX2 (10 μg/plate), pMDG2.G (6 μg/plate) with PEI Max (at a 1:3 mass ratio) in OptiMEM medium (1 mL per 10 cm plate). The mix was shaken by vortexing for 30 seconds, incubated for 15 minutes at room temperature and then added drop by drop to the HEK293T cells and mixed by swirling. The medium was changed at 24 hours after the transfection and collected 24 and 48 hours later. The collected medium was filtered (0.45 μm) aliquoted in high-speed PPCO centrifuge tubes. A layer of 5 mL sterile sucrose-TNE solution (20% (w/v) sucrose, 50 mM Tris-HCl, pH 7.4, 100 mM NaCl, 0.5 mM EDTA) was gently deposited at the bottom of the tube, then tubes were centrifuged at 40,000 g for 2 hours at 4 °C. The supernatant was carefully aspirated, the pellet was resuspended in Polyvinyl alcohol (PVA) medium (HAM-F12 medium supplemented with 100 U/mL Penicillin/Streptomycin, 2mM L-Glutamine, 10 mM HEPES, 1X Insulin, Transferrin, Selenium, Ethanolamine, 0.1% PVA) and stored in aliquots at −80 °C.

### CellTag barcoding of HSC

Purified HSC cells were plated on 96-well fibronectin coated plates in HAM-F12 medium supplemented with 100 U mL^−1^ Penicillin/Streptomycin, 2 mM L-Glutamine, 10 mM HEPES, 1X Insulin, Transferrin, Selenium, Ethanolamine, 0.1% PVA, 10 ng/mL recombinant mouse SCF and 100 ng/mL recombinant mouse TPO. The Celltag V1 lentivirus was titrated directly on young HSPC and was used for experiments at a dilution achieving 70–90% transduction efficiency. Transduction of HSC was done by plating ~10,000 cells/well with the appropriate dilution of Celltag V1 lentivirus in freshly coated fibronectin coated wells. 100 μg/mL Synperonic F-108 (Millipore-Sigma #07579–250G-F) was added to increase the transduction efficiency. Medium was changed every 2–3 days and fibronectin plates were replaced every week. Cells were cultured for 15 days after lentiviral transduction, at which point an aliquot of cells was collected, EGFP^+^ HSPC cells (lineage^NEG^ (Ter119, CD3e, CD8, B220, CD11b, Gr-1), Sca-1^+^, c-Kit^+^) and as indicated a fraction of more differentiated cell populations were sorted and captured for Day 0 pre-transplant analysis, the remainder of the cells were transplanted into pre-conditioned recipient mice (see below).

### Flow cytometry

For quality control a portion of cultured cells were resuspended in FACS buffer with antibodies and 50 μg mL^−1^ normal rat IgG to block non-specific signals. Cells were incubated for 30 minutes in the dark at 4 °C. Cells were washed once and analysed with a CytoFLEX S flow cytometer (BD). HSC in vitro were defined as lineage^NEG^ (Ter119, CD3e, CD8, B220, CD11b, Gr-1), Sca-1^+^, c-Kit^+^, EPCR^+^.

For *Procr* validation, ten individual HSC samples from old or young mice were transduced with an empty-vector control lentiviral vector expressing dTomato and cultured for 15 days. Variability in the expression of PROCR/EPCR was defined by a coefficient of variation (Modified CV) obtained by dividing the robust standard deviation by the geometric mean for each sample calculated by using the FlowJo software.

### Transplantation assays

Busulfan was dissolved in DMSO at 20 mg mL^−1^, at the moment of administration, the busulfan solution was diluted to 2 mg mL^−1^ with pre-warmed sterile saline solution (0.9 g L^−1^ NaCl in water) and kept warm (~60 °C). Mice were injected intraperitoneally with 10 μL g^−1^ of body weight with the diluted busulfan 4 days before the transplantation. Anti-CD4 (BioXcell clone GK1.5) and anti-CD8 antibodies (BioXcell, clone 2.43) were diluted in sterile PBS and mice were administered 30 μg of each antibody in 200 μL by intraperitoneal injection 2 days before the transplantation. Cells were detached from fibronectin plates by pipetting. Cells were centrifuged at 500 g for 5 minutes at room temperature, resuspended in sterile PBS and 200 μL of cell suspension was injected into the tail vein of conditioned recipient mice.

In vitro expanded, barcoded cells were analysed by flow cytometry for quality control to monitor the fraction of HSC/HSPC and the EGFP positivity.

For homo-chronic transplantation (young donors into young recipients; old donors into old recipients) HSC from young and old mice (n = 3 each) were individually lentivirally barcoded, expanded, individually captured for scRNA-seq and transplanted into different recipient age-matched mice.

For homo/hetero-chronic transplantation HSC from young and old mice (n = 3 each) were individually barcoded and expanded. For scRNA-seq and transplant, the three young replicates and the three old replicates were pooled into young and old batches of cells. Cells were injected into mice of the same age (YY, OO: homo-chronic transplants) or different ages (YO, OY: heterochronic transplantation).

For scRNAseq, cells for individual donor mice were distinguished by staining each replicate with one of three Totalseq B hashing antibodies (Biolegend #B0301, #B0302, #B0303) prior to pooling.

At the experimental endpoint, bone marrow cells were harvested from recipient mice as described above. HSC enriched EGFP+ cells were sorted and submitted for capture and scRNA-seq.

### Single-cell RNA sequencing

Single-cell RNA-seq libraries were generated using the Chromium platform (10x Genomics). For each sample, at least 10,000 were loaded for target capture of 10,000–20,000 cells with the Chromium GEM-X Single cell 3’ Chip Kit v4, cat# 1000690 and libraries were produced with the GEM-X Universal 3’ Gene Expression v4, cat# 1000691. Libraries were sequenced with the NovaSeq S to a depth sufficient to recover both transcriptomes, CellTag barcodes and when present antibody hashes.

### scRNA-seq preprocessing and cell type annotation

Raw sequencing data were processed using Cell Ranger (v9.0.1)^45^. Multiplexed hashtag-labelled single-cell RNA-seq data comprising three replicates were extracted using the Cell Ranger multi command. Cells with fewer than 200 detected genes were excluded. Downstream normalization, integration, clustering, and visualization were performed using Seurat^46^.

Highly variable genes (HVGs), defined as genes exhibiting high cell-to-cell variation relative to their average expression level, were first identified to capture the most informative features of the dataset. Dimensionality reduction was carried out using principal component analysis (PCA; n=30 PCs). Batch effects were corrected with Harmony^47^ (θ=1), followed by UMAP for visualization. Cells were then embedded using Seurat’s FindNeighbors and clustered using FindClusters (resolution=0.8). Cell types were annotated based on canonical haematopoietic marker gene expression. HSC and progenitor populations were defined *in silico* and used for all downstream clonal analyses.

### CellTag barcode recovery and clone calling

CellTag barcodes were extracted from scRNA-seq reads and summarized as a CellTag UMI count matrix using the CellTagR workflow (https://github.com/morris-lab/CellTagR). To determine CellTag presence per cell, CellTags supported by ≥ 2 UMIs in a given cell were retained, and lower-count CellTags were treated as absent. Clone calling was then performed by computing pairwise Jaccard similarities between cells using the filtered and binarized CellTag count matrix (after metric filtering by CellTags per cell ≥1 and ≤ 20). Cells were grouped into clones based on the resulting Jaccard similarity matrix, and a clone was retained when within-clone Jaccard similarity ≥ 0.7.

### Definition of sister clones

Sister clones were defined as clones detected at both baseline (Day 0, pre-transplant) and the post-transplant endpoint. Only such shared clones were included in longitudinal analyses of clonal self-renewal, fitness, and transcriptional heterogeneity.

### Clonal self-renewal analysis

Clonal self-renewal was quantified using output activity: Aᵢ = (f_non-HSC,i + 10^−4^) / (f_HSC,i + 10^−4^)

where f_HSC,i and f_non-HSC,i denote the frequency of clone *i* in HSC and non-HSC compartments, respectively. Clones with Aᵢ <1 were classified as self-renewing.

Analyses were restricted to clones:

1. detected at both Day 0 and post-transplant.
2. with combined counts ≥ 5 within the corresponding donor group (OO + OY for old donors; YO + YY for young donors).
3. with HSC frequency > 0.003 at the post-transplant timepoint (applied for Fig. 5a).

### Clonal fitness index

Clonal fitness was defined as the log_2_ fold-change in normalized clone size between Day 0 (pre-transplantation) and the post-transplant endpoint. Only clones detected at both timepoints and meeting size thresholds were included. Clone sizes were normalized to total cell numbers per sample to enable comparisons across experiments.

### Clonal size stratification

Clone size was defined as the number of cells per clone at a given timepoint. For descriptive analyses, clones were stratified by relative frequency as:

1. Small (<0.01)
2. Medium (0.01–0.05)
3. Large (>0.05)

### Assessment of transcriptional heterogeneity

#### Intra-clonal heterogeneity

Intra-clonal transcriptional heterogeneity was quantified using clone-level gene expression profiles. For each clone, average gene expression was calculated across all cells belonging to the same clone. Analyses were restricted to predefined gene sets, including differentially variable genes. For each group of clones (for example, high- and low-fitness groups), the mean expression of each gene was calculated across clones within the group. A global reference was defined as the mean expression across all clones. For each gene, the deviation of group-level expression from the global mean was computed. The absolute deviation values were used as a proxy for intra-clonal transcriptional heterogeneity, capturing the extent to which group-specific transcriptional programs diverge from the overall population.

### Entropy-based heterogeneity

Shannon entropy was calculated from the distribution of cell states within each clone and normalized by clone size where appropriate. Only clones containing ≥2–5 cells were included to ensure statistical robustness.

### Differential expression and gene set enrichment

Differential gene expression analyses were performed using MAST^48^ on the top 2,000 highly variable genes. Gene set enrichment analyses were conducted to identify transcriptional programs associated with clonal fitness, self-renewal, and ageing-associated outcomes. PROGENy was applied to test for pathway enrichment and MAGMA (multi-marker analysis of genomic annotation) gene set analyses were performed on clonal-haematopoiesis related GWAS.

### PCA and group separation.

For visualization (Fig. 4f), PCA was computed on the integrated single-cell expression matrix using variable features; 2D kernel density contours and group density peaks (KDE modes) are shown on PC1-PC2. For statistical inference (Extended Data Fig. 4j), expression was aggregated to pseudo-bulk profiles per mouse (n = 12; Seurat::AverageExpression). Pseudo-bulk profiles were mapped onto the single-cell HSC reference PCA (PC1–PC30) using Seurat FindTransferAnchors and IntegrateEmbeddings. PERMANOVA (vegan::adonis2) on Euclidean distances from PC1–PC30 (9,999 permutations) tested global group separation and donor × host-age interaction (distance ~ donor_age * host_age). Pairwise comparisons used Benjamini–Hochberg correction. Multivariate dispersion was assessed by PERMDISP (vegan::betadisper) using the same PC1–PC30 distances. P values below 1/(m+1) are reported as upper bounds.

### Single-cell pathway analysis

single-cell pathway enrichment analysis was performed using SCPA v1.6.2 (https://github.com/jackbibby1/SCPA/)^49^, with Hallmark gene sets (MSigDB category H) from the Molecular Signatures Database (MSigDB). Pathway activity was assessed at the single-cell level, and gene sets with a −log_10_(q-value) > 2 and an adjusted p-value < 0.01 were considered significantly enriched.

### Machine learning-based prediction of clonal behaviour

Supervised machine learning models were implemented using a random forest classifier to predict Day 60 self-renewal outcomes as labels from both Day 0 transcriptional states (early prediction) and Day 60 transcriptional states (late prediction).

The model input consisted of single-cell gene expression profiles, with each cell represented by its gene expression features, and the corresponding Day 60 self-renewal outcomes as labels.

Model performance was evaluated using five-fold cross validation. In each fold, the dataset was randomly partitioned into training and validation subsets to ensure robustness and reduce overfitting.

The feature sets included low-output marker genes and aging-up DVGs. Aging-up DVGs were identified independently in three datasets using log2 fold-change cutoffs of 0 and 0.1, and only genes with significant differential variability (FDR-adjusted p value < 0.05) were retained. For each cutoff, genes identified in at least two of the three datasets were selected to generate a robust DVG gene set. These DVG gene sets, together with low-output marker genes, were used as input for a random forest model. Features were ranked according to importance scores, and the top-ranked genes were used for downstream analyses.

All analyses were restricted to HSC and MPP cell populations.

### TCGA-LAML survival plot

The TCGA acute myeloid leukaemia (LAML) cohort was used to evaluate the clinical relevance of gene signatures derived from machine learning models. Gene expression and corresponding clinical data were obtained from The Cancer Genome Atlas (TCGA).

For each sample, a signature score was calculated based on the expression of genes selected from the machine learning models. Patients in the TCGA-LAML cohort were stratified into high- and low-expression groups according to the median signature score.

Overall survival (OS) was assessed using Kaplan–Meier analysis based on OS time and status. Statistical significance was determined using the log-rank test. Hazard ratios were estimated using Cox proportional hazards regression models.

All analyses were restricted to HSC and MPP cell populations.

### Statistical analysis

All statistical analyses were performed using R and Python. Multiple testing correction was conducted using the Benjamini–Hochberg procedure unless otherwise stated. Two-tailed Wilcoxon rank-sum tests were used for two-group comparisons unless otherwise specified.

### Human lifespan HSC reanalysis

To assess when across the human lifespan the ageing-associated variability signature first emerges, we reanalyzed the publicly available scRNA-seq atlas of human bone marrow CD34+ haematopoietic stem and progenitor cells (HSPCs) spanning postconception week 10 through age 77 (GEO accession GSE189161; raw data dbGaP phs002750)^29^. We restricted analysis to the HSC compartment and binned postnatal donors as young adults (25, 25, 32 years; n = 3 donors), mid-age (35, 45, 53 years; n = 3 donors) and elderly (62, 76, 77 years; n = 3 donors). Mean-adjusted variance was computed using the same scCloneVar pipeline applied to mouse HSC, treating donors as biological replicates. Group differences across young, mid-age and elderly were tested by Wilcoxon rank-sum on per-gene mean-adjusted variance scores. Differential variability gene (DVG) sets were derived using the same statistical thresholds as for the mouse HSC analyses.

## Supplementary Files

This is a list of supplementary files associated with this preprint. Click to download.

- CelltagExtendedDataTables060426.xlsx
- CellTagExtendedData060526Final.pdf

## Figures and Tables

**Figure 1.**
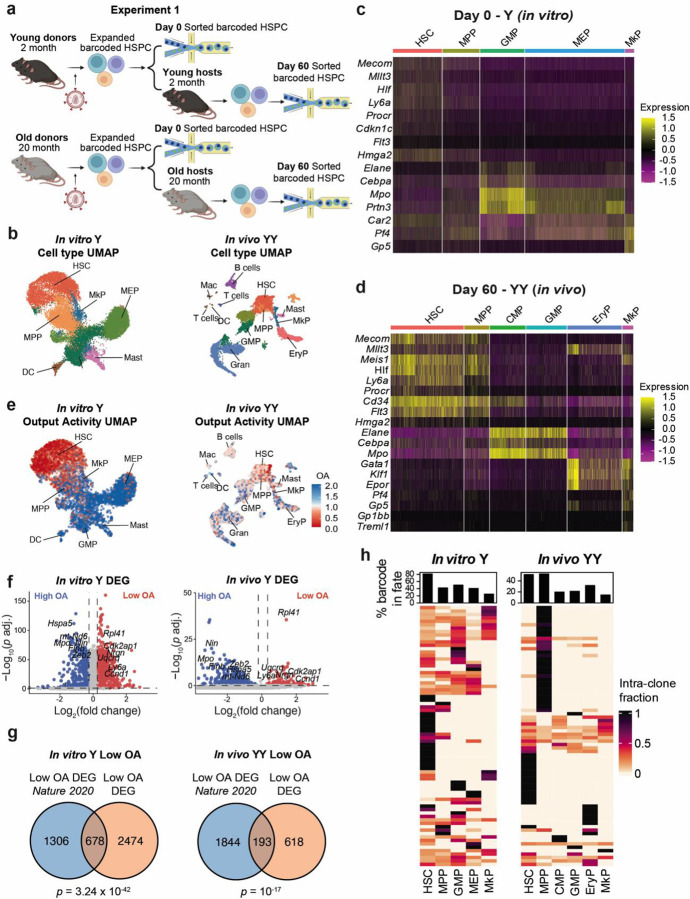
Simultaneous single-cell lineage and transcriptome sequencing maps functional HSC heterogeneity *in vivo*. **a,** Schematic of the CellTag barcoding experiment for young donor-young host transplantation experiment, with scRNA-seq performed at day 0 (*in vitro*) and day 60 (*in vivo*). **b,** UMAP of scRNA-seq profiles from HSPC (with added differentiated cells) in the young donor cells at day 0, *in vitro* (Y) or after transplantation into young hosts at day 60, *in vivo* (YY) from Experiment 1; left, *in vitro*; right, *in vivo*. Colours highlight groups identified from unsupervised clustering. Major progenitor cell populations are labelled. MPP, multipotent progenitor; CMP, common myeloid progenitor; GMP, granulocyte–monocyte progenitor; MkP, megakaryocyte progenitor; EryP, erythroid progenitor, DC, dendritic cell; Mac, macrophage; Gran, granulocyte; B-cell, B lymphocyte; T-cell, T lymphocyte; Mast, mast cell. HSC and progenitor cell annotations are based on **c-d**. **c,d,** Heatmap showing expression of known marker genes across single cells in each scRNA-seq cluster (using the Seurat package); **c**, Day 0, *in vitro;* **d**, Day 60, *in vivo*. **e,** Single-cell map that shows clonal HSC output activity (OA) values *in vitro and vivo*. CellTag barcodes are used to assign each cell to an HSC clone, and then all cells from each clone are coloured based on its calculated output activity. **f,** Differentially expressed gens (DEG) in high-output (left side) versus low-output (right side) HSC; left panel, *in vitro*; right panel, *in vivo*. Genes with an adjusted p < 0.05 (Benjamini–Hochberg correction) and fold change > 0.25 or < −0.25 are coloured. Selected shared genes between *in vitro* and *in vivo* are labelled. Red and blue dots represent low-output and high-output genes, respectively (*in vitro*: n = 671 and n = 375; *in vivo*: n = 112 and n = 357). g, Venn diagram showing overlap between low-OA reference genes reported previously^20^ and low-OA DEG from this study; left, *in vitro*; right, *in vivo*. Overlap significance was assessed using the hypergeometric test. **h**, State-bias heatmaps showing clones (rows) and clusters/states (columns), coloured by the intra-clonal fraction in each cluster/state (scale). Clones shown are all those detected in both Day 0 and Day 60. % barcode in fate indicates the percentage of clones (barcodes) that contribute at least one cell to each lineage.

**Figure 2.**
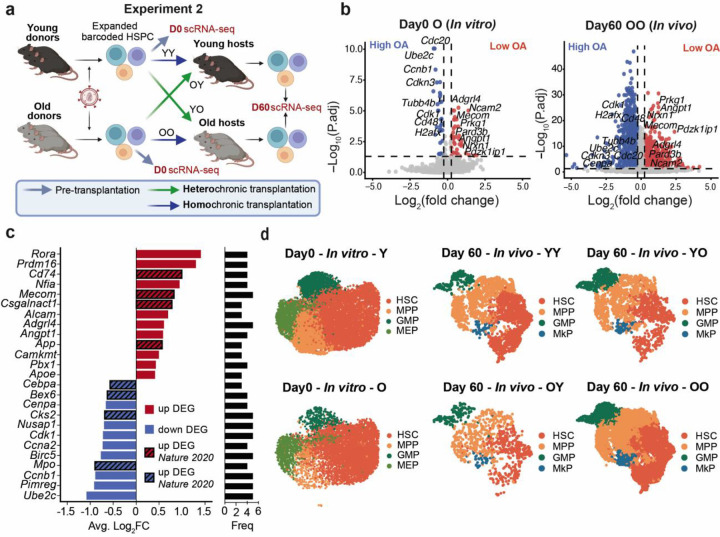
Conserved transcriptional programs of HSC clonal output across young and aged donor and host contexts. **a,** Schematic of the CellTag barcoding workflow for the young/old donor × young/old host transplantation experiment, with scRNA-seq performed *in vitro* at day 0 (D0) and *in vivo* at day 60 (D60). **YY**, young donors transplanted into young hosts; **YO**, young donors into old hosts; **OY**, old donors into young hosts; **OO**, old donors into old hosts. **b,** Genes differentially expressed in high-output (left side) versus low-output (right side) HSC; left panel, in old donor at day 0 (D0-O) *in vitro*; right panel, in old host at day 60 (D60-OO) *in vivo*. Genes with an adjusted *p* < 0.05 (Benjamini–Hochberg-corrected MAST test) and fold change of >0.25 and < −0.25 are coloured. Selected shared genes between *in vitro* and *in vivo* are labelled. Red and blue dots represent low-output and high-output genes, respectively (*in vitro*: n = 46 and n = 33; *in vivo*: n = 457 and n = 610). **c,** left, Average log_2_ fold change of the most frequently identified OA DEG across six samples (D0: O, Y; D60: OO, OY, YO, YY), coloured bars indicate overlap with previously described OA markers^20^; right, Frequency of each gene being identified as a DEG across six samples. **d,** Integrated contour UMAP of young/old donor × young/old host transplantation cells (all clones combined) at day 0 (D0) and day 60 (D60), coloured by cluster group.

**Figure 3.**
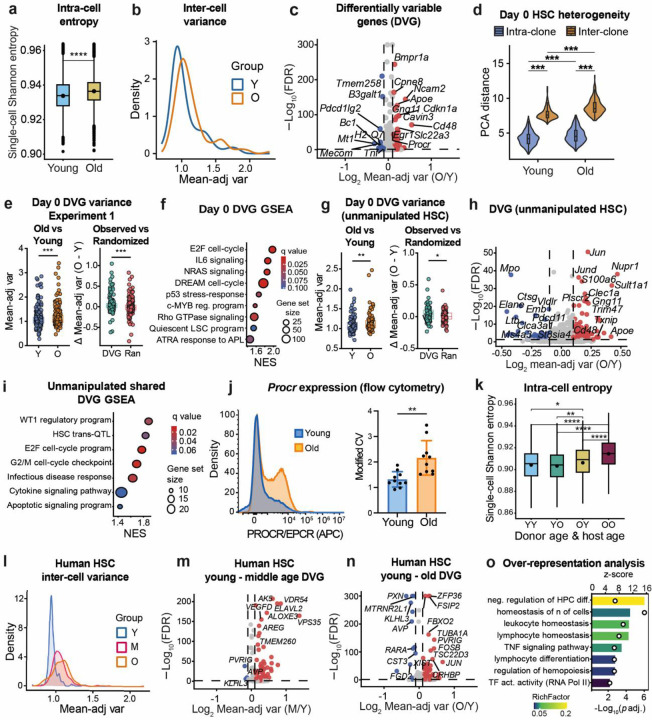
Ageing increases transcriptional variability and state heterogeneity in HSC. **a,** Quantification of intra-cellular HSC entropy between young and old HSC *in vitro* at day 0 **** unpaired t-test p < 0.0001 from Experiment **2**. **b**, Mean-adjust variance of expressed genes, comparing inter-cellular heterogeneity between young and old HSC in vitro at day 0 from Experiment **2**. **c**, Volcano plot of age-associated differentially variable genes (DVG) in HSC from Experiment **2**; Genes with an adjusted *p* < 0.05 (Bown-Forsythe-test with Benjamini–Hochberg correction) and fold change of >0.25 are coloured. Selected genes are labelled. Red and blue dots represent high variability in old HSC and young HSC, respectively (n = 117 and n = 20). **d**, Intra- and inter-clonal heterogeneity based on PCA dimension reductions (N = 30), comparing young (n = 1039) and old (n = 895) HSC clones at D0 from Experiment **2**. *** Wilcoxon rank-sum test p < 0.001. **e**, left, heterogeneity of ageing-associated DVG identified in Experiment 2 was evaluated in HSC gene expression from Experiment 1; right. The difference in mean-adjusted variance between young and old groups was compared for ageing-associated DVG and randomly selected genes. **f**, GSEA for ageing-associated DVG identified *in vitro* (Day 0) from Experiment 2. Dot size indicates gene set size, and colour represents q-value. NES, normalized enrichment score. **g**, left, Heterogeneity of ageing-associated DVG in Experiment 2 was independently evaluated in HSC from the unmanipulated experiment; right, Differences in mean-adjusted variance between young and old groups for ageing-associated DVG were compared with those of randomly selected genes (right) Quantification of mean-adjusted variance between young and old donors (left) and the absolute difference in mean-adjusted variance between the two groups (right) in unmanipulated HSC. Observed values from the top 100 DVG are compared with those from randomly selected genes. **h**, Volcano plot of age-associated differentially variable genes (DVG) in unmanipulated HSC. Selected genes are labelled. Red and blue dots represent genes with high variability in old and young HSC, respectively (n = 114 and n = 60). **i**, GSEA of shared ageing-up DVG between (**c**) and (**h**). **j**, Expression distribution of PROCR by flow cytometry control-vector transduced and *in vitro* expanded young or old HSC from 10 individual mice. **k**, Quantification of intra-cellular entropy in young/old donor × young/old host HSC from Experiment 2. Statistical significance was assessed using unpaired t-test. **l**, Mean-adjust variance of expressed genes, comparing inter-cellular heterogeneity between young (Y, 25–32 y, n = 3), middle-aged (M, 35–53 y, n = 3) and old (O, 62–77 y, n = 3) HSC from GSE189161. Pairwise Wilcoxon tests reveal age-dependent heterogeneity, with young HSC showed significantly lower mean-adjusted variance than middle-aged (p < 1.6 × 10^−30^) and old HSC (p < 5.1 × 10^−25^), and middle-aged HSC also exhibited lower mean-adjusted variance than old HSCs (p < 0.03). **m**, Volcano plot of young to middle age DVG in HSC; genes with an adjusted *p* < 0.05 (Bown-Forsythe-test with Benjamini–Hochberg correction) and absolute fold change of >0.25 are coloured. Selected genes are labelled. Red and blue dots represent high variability in middle aged HSC or young HSC, respectively (n = 114 and n = 3). **n**, same as **m** but representing DVG in old compared to young HSC (n = 105, n = 13). **o**, Over-representation analysis (ORA) of human DVG showing enriched biological pathways; dot indicates significance (−Log_10_ adjusted *p* value) and bar colour represents enrichment magnitude (RichFactor).

**Figure 4.**
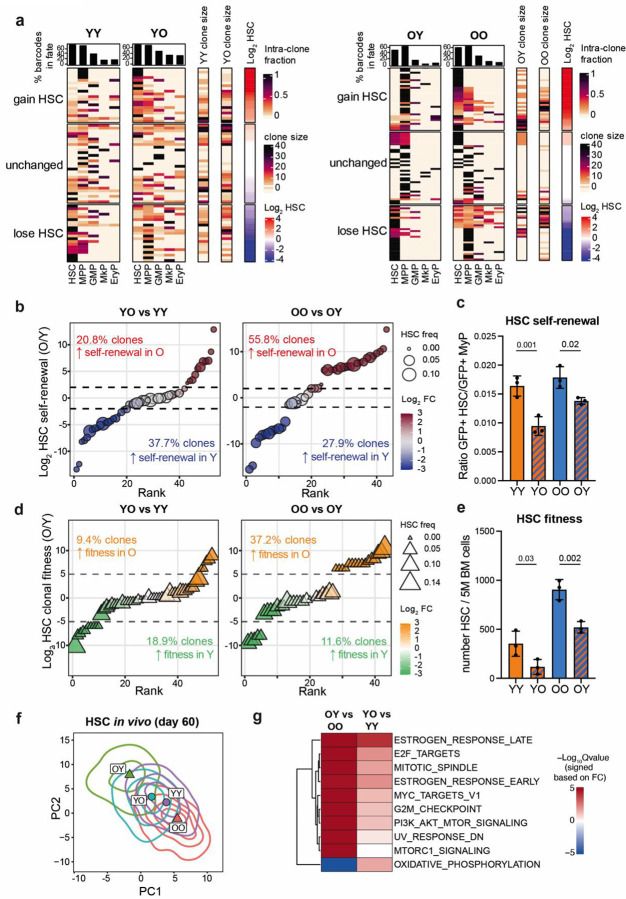
Heterochronic transplantation dissects intrinsic and extrinsic factors of HSC clonal behaviours. **a,** State-bias heatmap of sister clones observed in both young and old hosts at Day 60. Rows are aligned (same clone in each line) across all columns and ranked according to HSC Log_2_ fold-change. Additional columns show, for every clone, clonal proportion (size) in each culture and fold-change in HSC bias (old host over young host); left: young donor, n = 66; right: old donor: n = 100. **b,** Waterfall plot showing relative HSC self-renewal bias in old hosts compared with young hosts; left, young donors; right, old donors. The scale indicates changes in HSC self-renewal, from red (higher in old hosts) to blue (higher in young hosts). Bubble size denotes the HSC frequency in the condition where it was highest. A Log_2_ FC cutoff of −2 was used to define high- and low–self-renewal clones. Statistical significance was assessed using the Pearson Chi-square test, with *p* < 0.005 considered statistically significant. **c,** Bulk flow cytometry analysis showing HSC-to-myeloid progenitor ratios in host bone marrow across transplantation conditions, showing reduced self-renewal in heterochronic settings. **d,** Waterfall plot showing relative HSC clonal fitness bias in old host with respect to young host conditions; left: young donor; right: old donor. The scale indicates HSC clonal fitness change, from yellow (higher in old host) to green (higher in young host). Triangle size indicates the HSC frequency in the condition where it was highest. A Log_2_ FC cutoff of −5 was used to define high- and low–clonal fitness index clones. Statistical significance was assessed using the Pearson Chi-square test, with *p* < 0.005 considered statistically significant. **e,** Bulk flow cytometry analysis of bone marrow engraftment showing preferential expansion of young HSC in young hosts and old HSC in aged hosts. **f**, Principal component analysis (PCA) plot showing contours and density peaks in PC1-PC2 space for the HSC transplanted in different donor-host combination isolated 60 days after transplantation. **g**, Single-cell pathway analysis (SCPA) showing top 10 transcriptional pathways (by fold change, FC) differentially regulated in heterochronic transplanted HSC (OY or YO) compared to homochronic transplanted HSC (OO or YY) at day 60. q value scale relates to the number of genes changed, and the q value sign indicates the direction of change (positive means enriched in heterochronic transplanted HSC).

**Figure 5.**
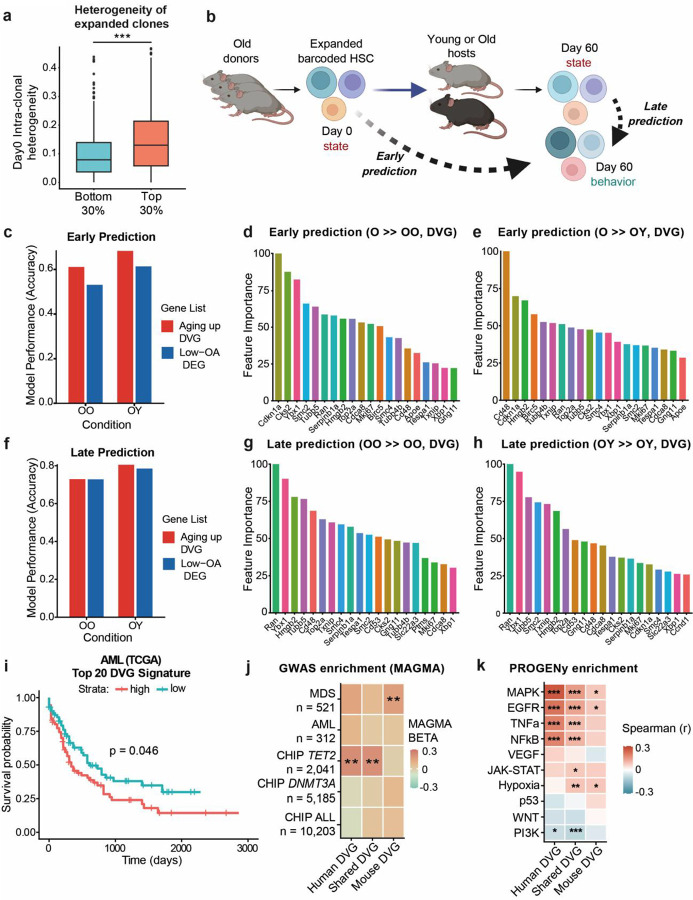
Pre-existing HSC intra-clonal heterogeneity has predictive value for self-renewal *in vivo* and correlated with risk of haematological malignancies. **a,** Relationship between pre-existing intra-clonal heterogeneity (D0) and *in vivo* clone size (D60) by HSPC frequency for old HSC clones. Clones were stratified into bottom 30% and top 30% based on D60 HSPC clone size. A significant difference in intra-clonal heterogeneity was observed between groups in the observed data (Wilcoxon Rank Sum test, *p* < 0.001). **b,** Schematic of machine learning models used to predict clonal fate from the transcriptional state of early progenitors *in vitro* (Day 0, early prediction) or *in vivo* (Day 60, late prediction). **c,** Performance (macro F1 score) of 5-fold cross-validation random forest models for early prediction of self-renewal status using gene expression profiles from *in vitro* (Day 0), based on DEG and DVG gene sets (>> indicates input to output prediction). **d,** Feature importance (the top 20 genes in DVG) in built early prediction model for predicting self-renewal in OO. **e,** Feature importance (the top 20 genes in DVG) in built early prediction model for predicting self-renewal in OY. **f,** Performance (macro F1 score) of 5-cross validation random forest model for late prediction for self-renewal status using gene expressions *in vivo* (Day 60), based on DEG and DVG gene sets. **g,** Feature importance (the top 20 genes in DVG) in built late prediction model for predicting self-renewal in OO. **h,** Feature importance (the top 20 genes in DVG) in built late prediction model for predicting self-renewal in OY. **i,** Survival analysis in the TCGA LAML dataset using individual genes selected from the top 20 feature-importance genes derived from the DVG gene set identified using a log2 fold-change cutoff of 0 for late prediction in old donors and old hosts. **j,** GWAS MAGMA enrichment analysis of DVG-associated genes. Heatmap showed the enrichment of human, mouse and shared DVG gene sets in ageing-related GWAS traits; colour indicates MAGMA beta values, and asterisks denote statistical significance. **k,** PROGENy pathway enrichment analysis of DVG gene sets (human, mouse and shared) in human GSE189161 data. DVG identified (FC > 0.05, *p* < 0.05) in at least two experiments (human or mouse) were used. Colour represents Spearman correlation coefficients, and asterisks indicate statistical significance.

## Data Availability

The scRNA-seq data generated in this study have been deposited in the Gene Expression Omnibus (GEO) under the following accession numbers: Unmanipulated scRNA-seq: GSE325995. Celltag scRNAseq experiment 1: GSE327449. Celltag and hashtag scRNA-seq experiment 2: GSE326529. Source code availability: https://github.com/LabShengLi/CellTag-Main-Figure-code scCloneVar R package code availability: https://github.com/LabShengLi/scCloneVar External human scRNA-seq datasets are publicly available in the Gene Expression Omnibus (accessions GSE180298 and GSE189161). TCGA Acute Myeloid Laeukemia (LAML) data were accessed through The Cancer Genome Atlas (TCGA) Genomic Data Commons (GDC) Data Portal.

How the deposited data were processed for this re-analysis (not part of the article)

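Bone marrow cells (lineage-negative, c-Kit-positive) of 8 wild-type mice were examined, 1 mouse per library, with 1 male and 1 female at each of 4 ages: young (14 weeks), middle-aged (50 weeks), old (78 and 79 weeks) and very old (95 weeks). The authors aligned and counted the reads with Cell Ranger and deposited raw UMI counts per gene and cell, limited to the barcodes that software took for cells, without normalization. The version in the paper's methods and the version in the deposited files' headers differ. The files do not name a genome build. Of the gene identifiers, 32158 match GENCODE vM21 of GRCm38, from which all coordinates were taken. The deposited files hold no annotation of cell types.

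From these counts, cells with 200 or more detected genes were kept (59136 cells). Counts were scaled to 10000 per cell and log-transformed, 2000 highly variable genes were selected without the genes labelled in Fig. 3c and Fig. 3h and without sex-linked genes, and 30 principal components were corrected with an own implementation of Harmony (θ = 1), since the original was not available. Clusters were found by the Leiden method (leidenalg 0.10.2) on a shared-neighbour graph of 20 neighbours at a resolution of 0.8. A cluster was named only from marker genes fixed beforehand, when 3 or more of them were among its 50 leading genes and no other class had more markers among its 10 leading genes; a cluster with under 1 in 3 of its library's median UMIs and none of its markers among those 10 stayed unnamed. The number of 50 was set after the clusters were seen. A single cluster was named HSC-like. In alternatives that clustered the cells again, new clusters with most of their cells from it were taken as HSC-like. No doublets were removed in the main setting. Scrublet in scanpy 1.11.5, run with an expected rate of 0.8% per 1000 cells, called under 0.5% of cells in 4 of the 8 libraries, where the top-scoring expected share was used in the alternative instead.

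Mean-adjusted variance was computed for HSC-like cells thinned to 4500 UMIs, the 10th percentile of the library with the lowest median depth rounded down, from log-normalized values over a lowess trend (span 0.3, statsmodels 0.14.6) fitted to all mice together, for 5095 genes detected in 10% of cells or more. The formula of scCloneVar is not given in the paper's text, so this measure is not that software's. It was tested per mouse with limma 3.58.1 on age group and sex, and DVG had an adjusted p under 0.05 and a log2 difference beyond 0.1. UMI counts summed per mouse were tested with edgeR 4.0.16 (TMM normalization, quasi-likelihood test, 11527 genes after filterByExpr). DESeq2 1.42.0 was an alternative. Gene sets were tested with camera and fry. Values per mouse were compared by exact two-sided permutation tests, which leave out sex unless stated, and S and G2/M scores used 24 expression bins. The median depth per HSC-like cell of 6859 to 10537.5 UMIs limits what can be detected in single cells.

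The genes named in the text were chosen by a rule written beforehand: Procr, each gene readable as a label in Fig. 3c or Fig. 3h, and the 5 largest rises and 5 largest falls among the DVG in which every old and very old mouse lay beyond both young mice. Other genes named are said to be chosen afterwards or are all members of a small set of calls. The labels were read by eye. Alternatives covered thinning, Harmony, resolution, doublets, cell filters, the old ages, the sex term, the trend, the measure, detection filters, cycling cells, equal numbers of cells, pooled cells, thresholds and leaving out each mouse.

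Before use, the tests were run on simulated data with 200 changed genes for old against young HSC. Among 5051 genes, limma recovered 37.5% with 8 false calls, and edgeR recovered 73% among 11321 genes with 8 false calls. In the simulation for limma, a gene's overdispersion was the same in all mice apart from the planted change. No gene was given a change of its mean with age. Recovery and false calls in the real data may therefore differ from these. The other experiments of the paper are not among the deposited files examined. The paper's Extended Data, which may hold its lists of DVG and gene sets, could not be read. Set tests on the paper's own signatures were therefore not made. The calculations used Python 3.11.15 and R 4.3.3.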

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

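No test in this part was chosen after its result was seen, but the limit at which the marker genes were taken to rise about as much as Procr was set after the values were seen.

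The middle-aged mice (50 weeks) were deposited with the young and older mice, and the paper's text does not mention them, while its Extended Data could not be read. HSC-like cells made up 6.66% of their cells (SD 1.45, n = 2), compared with 4.41% (SD 0.183, n = 2) in young mice, and both middle-aged mice lay above both young mice. This difference was not tested. The male lay above the female at both ages. Leaving out the middle-aged male or the middle-aged female leaves a single mouse, at 5.64% or 7.68%.

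Procr expression in HSC-like cells was higher in middle-aged than in young mice by 0.72 on the log2 scale (adjusted p = 0.0177, edgeR's quasi-likelihood test), with both middle-aged mice above both young mice. A larger part of immature cells within the HSC-like cluster is a candidate explanation. The other HSC marker genes rose by a median of 0.698 in the same comparison, and 6 of 15 rose at least as much as Procr, whose log2 ratio of means was 0.72. They did not move alike, as Meis1 and Myct1 rose by only 0.15 and 0.14 and Hlf, a marker that this explanation would raise too, fell by -0.41. A change of Procr within HSC with age remains open too and was not tested separately. Library series does not enter, since young and middle-aged libraries belong to the same series.

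In middle-aged relative to young HSC-like cells, 6 genes passed as DVG in limma. Actg1, Cd47, Sh3bgrl3, Clca3a1 and Vim were more variable and P3h3 was less variable, and all 6 also passed between old and young mice in the same direction. The same 2 young mice enter both comparisons, so their chance values are shared between them and this overlap is not independent evidence. No technical explanation was tested for the middle-aged mice alone, and age remains an untested explanation.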

How the results depend on the processing

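Of the alternatives below, another random thinning, the Brown-Forsythe test on pooled cells without thinning, cells matched between mice on HSC and MPP marker genes, and cells clustered without HSC genes were chosen after the results were seen, as were both Brown-Forsythe tests of Procr. The main settings and the other alternatives were chosen before the data were examined, except that the number of leading genes searched for markers when clusters were named, 50, was set after the clusters were seen. Where a result changed, the cause was not tested unless stated.

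The numbers of DVG depended strongly on the processing. Against 15 higher and 8 lower, they were 292 and 5 without thinning, 4 and 4 with the squared coefficient of variation, 23 and 13 for genes detected in 5% of HSC-like cells, 6 and 6 for genes detected in 20%, 7 and 4 without cells with a positive S or G2/M score, 2 and 5 without Harmony, 13 and 4 at a clustering resolution of 1.6, 9 and 1 without called doublets, 15 and 3 without a sex term, 11 and 3 with another random thinning, 7 and 15 clustered without HSC genes, and 49 and 21 by Brown-Forsythe over pooled cells. Brown-Forsythe without thinning gave 1360 and 6. Cells matched on HSC and MPP markers gave 0 and 6 (limma; 127 and 170 at an unadjusted p under 0.05), from 173 cells per mouse. With a trend fitted per mouse, limma gave 0 and 0 (60 and 129 at an unadjusted p under 0.05). Of the 23 DVG, 15 were also called without thinning, 8 with another random thinning and 1 without Harmony. Without each mouse in turn, the number of higher genes ranged from 10 to 24 and that of lower genes from 3 to 29. The 24 and 29 were found without the old female, where 22 of the 23 were called. The number of lower genes was 3 without the very old female, 5 without the young male, 17 without the young female and 15 without either middle-aged mouse. Leaving out either middle-aged mouse gave the same fit, and a lone mouse left in a group is assumed to vary like the other groups.

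Several single genes changed sign. Without Harmony, B2m was at 0.038, Vim at -0.087, P3h3 at 0.049 and Rps3a1 at 0.045. P3h3 was at 0.061 in matched cells. Rps3a1 was at 0.14 without thinning, 0.067 without cells with a positive S or G2/M score and 0.20 by Brown-Forsythe without thinning, the setting in which Clec1a was at 0.19 and Ctsg at 0.16.

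The numbers of differentially expressed genes, 858 higher and 436 lower, were 369 and 255 without Harmony, 553 and 343 without cells with a positive S or G2/M score, 203 and 45 in matched cells, 884 and 658 clustered without HSC genes, 1125 and 691 without a filter on low counts, 668 and 260 with the old mice of 78 and 79 weeks alone, 675 and 277 with those of 95 weeks alone, 553 and 208 without a sex term, and 435 and 155 by DESeq2. The higher genes made up a larger number than the lower genes in each. Without each mouse in turn they ranged from 153 to 927 and from 31 to 574. The 153 and 31 were found without the young male. The numbers also moved by more than 1.5 times without the young female (539 and 281), the old male (549 and 212) and the very old male (532 and 267).

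The difference in Procr expression kept its direction and significance under each alternative, with 0.76 as the lowest value, and stayed at 1.04 to 1.25 without each mouse in turn. The Procr mean-adjusted variance passed in none of the limma fits. Its largest value was 0.20 without thinning (adjusted p = 0.0924, limma), and it changed sign with the squared coefficient of variation (-0.045) and without Harmony (-0.11). By Brown-Forsythe over pooled cells it was 0.024, at an adjusted p of 7.51e-10 but under the limit of 0.1, and without thinning it passed at 0.19 (adjusted p = 4.01e-09). It ranged from -0.0029 to 0.050 without each mouse in turn, below 0 without the young female, the old female or the very old male.

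The all-gene difference of -0.00194 became 0.18 without thinning, where the depth of the cells differs between ages, and 0.00303 with the squared coefficient of variation. It was -0.00535 without Harmony and -0.00203 with the same number of cells per mouse (p = 0.0667 each, exact permutation test, the smallest possible). With a trend fitted per mouse it was 0.000172, a setting that sets each mouse's median near 0 and so says nothing here. It ranged from -0.0026 to -0.000982 without each mouse in turn. The difference in HSC share stayed between 3.53 and 6.22 percentage points, and between 3.03 and 4.87 without each mouse in turn. The difference in entropy stayed between -0.0197 and -0.0107, and between -0.0154 and -0.0126 without each mouse in turn. A permutation test cannot pass 0.05 with these numbers of mice, so these ranges speak of direction and size only.

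The S-phase set, at -0.021 relative to other genes, passed in camera without thinning (-0.071) and with the 78- and 79-week mice alone (-0.031), and ranged from -0.036 to -0.0049 without each mouse in turn, passing without the young male (-0.036). The G2/M set, at -0.035, passed with the 78- and 79-week mice alone (-0.049) and ranged from -0.049 to -0.020, passing without the young male (-0.049), the old male (-0.041) or the very old female (-0.041). The immediate-early set, at 0.016, passed with the 78- and 79-week mice alone (0.033), changed sign with the 95-week mice alone (-0.0014) and ranged from 0.0015 to 0.030. In fry with the main settings, none passed.

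The 6 DVG between middle-aged and young mice, 5 higher and 1 lower, became 29 without thinning, 3 higher and 26 lower, and 0 for genes detected in 20% of HSC-like cells (limma; 85 higher and 81 lower at an unadjusted p under 0.05). No gene passed for an interaction of age and sex (limma; 291 at an unadjusted p under 0.05), and 2 did without thinning.

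No paired analysis was possible because the labels give the mice no replicate numbers: the 2 mice of each age differ in sex, which is in the models of limma and edgeR but not in the permutation tests, except where these are said to be within sex. A sex term does not enter the comparison of all-gene medians, and thinning does not change the share of cells, so these alternatives gave no value. A chosen filter limited the main tests of mean-adjusted variance to genes detected in 10% of HSC-like cells or more. Of the 38 labelled genes, 12 fell below this. At the alternative limit of 5%, 7694 genes were tested. Among the 12, Cpne8, Slc22a3, Cd48 and Ms4a3 lay above that limit, at 9.45%, 9.10%, 9.03% and 7.28%, and their differences there are not reported here. In simulated data, limma on the mean-adjusted variance recovered 37.5% of 200 changed genes, 69% among those of higher and 6% among those of lower mean expression, with 8 false calls over 5051 genes, so a gene of low expression that was not called may still differ; with genes detected in 5% of HSC-like cells, 23 higher and 13 lower were called.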

Differences from the paper's values

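The Brown-Forsythe test on pooled cells without thinning, another random thinning, cells matched between mice on HSC and MPP markers and cells clustered without HSC genes were tests chosen after the results were seen, as were both Brown-Forsythe tests of Procr.

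The legend of Fig. 3h gives the paper's number of DVG in unmanipulated HSC as 114 with higher variability in old HSC, where 15 were found here. That legend does not name the test or its replicates, and mice were the replicates here. None of the alternatives set before the data were examined came within 1.5 times of the paper's number. Unthinned cells gave 292 and the Brown-Forsythe test over pooled cells gave 49, while the other alternatives set before the data were examined gave between 0 and 24. The Brown-Forsythe test on pooled, unthinned cells, chosen after the values were seen, gave 1360.

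For genes with higher variability in young HSC, the paper's number is 60 and 8 were found here. None of the alternatives set before the data were examined came within 1.5 times of it, with 29 without the old female as the largest and 21 by the Brown-Forsythe test over pooled cells.

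The paper states that Procr is among its DVG and that its expression distribution differs between young and old HSC in unmanipulated samples too. Here the mean-adjusted variance of Procr differed by 0.024 and passed in none of the limma fits, with 0.20 without thinning as the largest value (adjusted p = 0.0924). Procr passed as higher (0.19, adjusted p = 4.01e-09) in the Brown-Forsythe test over pooled cells without thinning, which was chosen after the values were seen. With thinning, that test gave an adjusted p of 7.51e-10 at a difference of 0.024, under the limit of 0.1. Its expression was higher in old HSC by 1.19 on the log2 scale.

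Among the genes readable on the old side of Fig. 3h, 9 of 11 tested genes had higher mean-adjusted variance in old mice, and on the young side 7 of 9 were lower. Txnip and Clec1a, on the old side, had differences of -0.22 and -0.043; Txnip passed as lower without the old female (-0.40) and in the Brown-Forsythe test over pooled cells (-0.20). Clca3a1, read by eye on the young side of a picture of low resolution, was higher in old mice by 0.26, with a UMI in only 0.647% and 1.69% of the HSC-like cells of the young male and female. Of the labelled genes not called here, S100a6 and Trim47 passed as higher without thinning (0.46 and 0.48) and in the Brown-Forsythe test over pooled cells (0.21 and 0.23). Trim47 also passed without the very old male (0.26). Jun and Jund passed in that pooled test (0.23 and 0.14). In the pooled test without thinning, which was chosen after the values were seen, these 4 genes passed too, and Clec1a passed as higher (0.19). Ctsg, on the young side, passed as higher there (0.16).

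Among the genes readable in Fig. 3c, which shows another experiment of the paper, all 4 tested genes of the old side were higher here and 3 of 4 of the young side were lower. Gng11 passed as higher without thinning (0.39) and in the Brown-Forsythe test over pooled cells (0.13), and Cavin3 in the pooled test without thinning (0.12), chosen after the values were seen. Mt1, placed by the figure on the young side, was higher in old mice by 0.18 without passing. It passed as higher without thinning (0.52), with the squared coefficient of variation (0.66), in cells with 1000 genes and under 10% mitochondrial UMIs (0.20), with the 95-week mice alone (0.26), without the old female (0.21), in the Brown-Forsythe test over pooled cells (0.19) and, chosen after the values were seen, with another random thinning (0.27) and in the pooled test without thinning (0.49).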

Other observations

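The tests of depth, other groupings of mice, library series, cycling and low-quality cells as causes of actin variability, free RNA, the low-UMI cluster, the share among HSC-like and MPP-like cells, neighbours of ribosomal protein genes and permutation within sex were chosen after the results were seen, as were the settings with matched cells and without HSC genes. The remaining tests were chosen before their own results were seen. The limit above which marker genes were taken to rise about as much as Procr was also set after the values were seen.

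Without thinning, the median mean-adjusted variance of HSC-like cells was higher in old than in young mice by 0.18, and after thinning the difference was -0.00194, where the SD between old mice, both sexes together, was 0.00196. Fewer UMIs per HSC in the old libraries is thus a candidate explanation of the unthinned difference, since the unthinned medians followed depth across all 8 mice (r = -0.994, exact permutation p = 7e-05). A change of variability with age that goes along with fewer UMIs per cell remains open, because thinning cannot separate these.

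Among the 15 ways of taking 2 of the 6 young, old and very old mice, only the real grouping, counted as 1, gave as many DVG. It gave 25 calls, against 2 or fewer in each other grouping. Each fit also held the middle-aged mice, as a group of their own. With 15 groupings, chance cannot be excluded at 0.05. A mean-variance trend that misses genes of the same mean expression would move their neighbours too. Only 2 of 23 DVG had 20 nearest genes that moved by 0.5 times their size or more, both of them ribosomal protein genes. Rps7, another ribosomal gene, came close, at -0.46 with its neighbours at -0.23. Neighbours were chosen by mean expression over all mice together. Expression of Nupr1, Sult1a1, Plscr2 and Clca3a1 rose by log2 fold changes of 4.07 to 5.31. Their neighbours need not share their low mean in young mice, so the check cannot decide on these genes. The calls still depend on how the trend is fitted, since with a trend fitted per mouse limma called 0 genes (60 higher and 129 lower at an unadjusted p under 0.05), although all 23 kept their direction there. The library series of the 95-week mice does not account for the calls as a whole, since the 78- and 79-week mice alone gave 19 DVG, of which 18 were among the 23. The calls remain dependent on the settings described above. In the Brown-Forsythe test over pooled cells, the real grouping gave 70 DVG, but groupings that put 1 young mouse on the smaller side gave 7 to 24, with a median of 13.5, and the old male with the very old male gave 56, so pooled cells yield calls from differences between single mice.

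Actin cytoskeleton genes stood out among the more variable genes, and Actb, Actg1, Cfl1, Arpc2 and Sh3bgrl3 were picked as examples after the calls were seen, leaving out Arhgdib and Vim. Their median difference was 0.45 without cells with a positive S or G2/M score, 0.37 in cells with 1000 genes and under 10% mitochondrial UMIs, where Cfl1 fell to 0.12 with a standard error of 0.06, and 0.36 in cells matched on HSC and MPP markers, where Arpc2 stood at 0.10 with a standard error of 0.08. Without Harmony, Actb stood at 0.15, Actg1 at 0.035 and Cfl1 at 0.046, with standard errors of 0.11, 0.09 and 0.06, while Arpc2 stood at 0.51 and Sh3bgrl3 at 0.22, with standard errors of 0.10 and 0.05. Against main values of 0.53, 0.62, 0.36, 0.29 and 0.38 for Actb, Actg1, Cfl1, Arpc2 and Sh3bgrl3, the first 3 shrank, Sh3bgrl3 shrank in part and Arpc2 grew. With another random thinning Cfl1 stood at 0.051 with a standard error of 0.06 and Sh3bgrl3 at 0.14, so the pattern depends on which cells are taken and on the thinning. Because the list was chosen from the calls, these values exclude neither fewer cycling HSC, nor low-quality cells, nor a larger part of immature cells as a cause. Age remains open as well.

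Ribosomal protein genes were less variable in old HSC, with a median of -0.08 over 86 genes, 67 of which were lower. The trend at high expression rests largely on these genes themselves, since 16 to 19 of the 20 genes nearest to each of the 4 called ones are ribosomal. The 9 nearest genes that are not ribosomal had a median of -0.22. An imperfect trend at high expression and a change in ribosomal genes cannot be told apart with so few neighbours.

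Procr expression was higher in old HSC. Free RNA does not account for it, since the share of cells with a Procr UMI stayed low elsewhere at both ages, at 0.757% in young and 0.499% in old and very old mice in granulocyte progenitor-like cells and at 0.370% and 0.574% in erythroid-like cells, while in HSC-like cells it was 27.5% and 20.9% in the young mice and 34.4% to 50.5% in the older mice. The library series does not account for the rise, which was 1.18 in the 78- and 79-week mice alone. The other HSC marker genes rose by a median of 1.22, 14 of 15 of them upwards and Hlf at -0.16, so a larger part of immature cells within the HSC-like cluster is a candidate explanation. In cells matched between mice on HSC and MPP markers, the rise was 0.85. Whether this explanation covers the whole rise cannot be told apart from a change within HSC, since matching rests on the few UMIs a cell has in these markers. A change of Procr with age is open.

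HSC-like cells made up 8.52% of cells (SD 2.69, n = 4) in old and very old and 4.41% (SD 0.183, n = 2) in young mice, with all 4 older mice above both young mice (p = 0.133, exact permutation test). The male lay above the female at all 4 ages, and permutation within sex gave p = 0.111 (exact, the smallest possible). The correlation with age was r = 0.651 (exact permutation p = 0.0831, adjusted 0.166; rho = 0.643, exact permutation p = 0.0972, adjusted 0.194), 0.289 without the 2 mice farthest from the median age, so it rests on those mice, and 0.745 within the library series that holds the young mice (exact permutation p = 0.0722, n = 6). The cluster's own genes rise with age. With the cells clustered without HSC genes, the difference was 3.53 points and all 4 older mice still lay above both young mice. A new cluster was taken as HSC-like where most of its cells came from the first HSC-like cluster. This check thus depends on the first naming and cannot exclude that those genes drew more cells of old mice into the cluster. Dilution by other lineages in the young libraries does not account for the larger share alone. The difference among HSC-like and MPP-like cells was 11.6 points, again with each older mouse above both young mice. An unnamed cluster of low UMIs has 3 HSC markers among its leading genes, and made up 9.26% and 3.53% of the young, 8.80% and 7.06% of the middle-aged, 8.32% and 8.51% of the old and 4.98% and 4.04% of the very old libraries (male and female). Adding it left a difference of 4.17 points (SD between the older mice 4.01; p = 0.333, exact permutation test). The older mice then no longer all lay above both young mice, although each lay above the young mouse of its own sex, at 20.1% and 14.7% against 13.8% in males and 14.9% and 10.3% against 7.81% in females. Permutation within sex gave p = 0.222 (exact, 0.111 the smallest possible). With so few mice, loss of young HSC into this cluster cannot be told apart from a larger share in old mice, though the order within each sex goes against it as the whole cause.

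Entropy of HSC-like cells, thinned and scaled by its maximum, was 0.638 ± 0.00116 (SD, n = 2) in young and 0.624 ± 0.00374 (SD, n = 4) in old and very old mice, lower in all 4 older mice (p = 0.0667, exact permutation test, the smallest possible). The male lay below the female at all 4 ages, and permutation within sex gave p = 0.111 (exact, the smallest possible). It fell with age (r = -0.956, exact permutation p = 0.000397, adjusted 0.00159; rho = -0.958, exact permutation p = 0.000794, adjusted 0.00317), also without the 2 farthest mice (r = -0.913) and within the library series that holds the young mice (r = -0.948, exact permutation p = 0.0111, n = 6). A positive S or G2/M score was found in 58.9% and 67.5% of thinned HSC-like cells of the young male and female. In the older mice the share was 37.4% to 55.2%. This smaller part of cells with a positive score does not account for the lower entropy, since the difference among the other cells was -0.0142. Cycling cells that the score misses are not covered. Without ribosomal protein and mitochondrial genes, and thinned again to 2100 UMIs, the entropy difference was -0.00479, and the older mice were still lower than both young mice. These genes taking more of the counts does not account for the whole difference, but the smaller value is in line with it for a part. The paper's entropy comparisons in Fig. 3a and 3k are of Experiment 2, not of these mice.

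In HSC-like cells, 858 genes were expressed higher and 436 lower in old than in young mice (edgeR's quasi-likelihood test, adjusted p under 0.05, 11527 genes). The library series does not account for the excess of higher genes, as the 78- and 79-week mice alone gave 668 higher and 260 lower. Without the young male, 153 were higher and 31 lower. The makeup of the cluster remains open here too, since matched cells gave 203 and 45. Of the 15 more variable DVG, 5 were expressed higher, 3 lower and 7 neither, and of the 8 less variable ones 7 were expressed higher.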
